# Cholinergic Stress Signals Accompany MicroRNA-Associated Stereotypic Behavior and Glutamatergic Neuromodulation in the Prefrontal Cortex

**DOI:** 10.3390/biom10060848

**Published:** 2020-06-03

**Authors:** Gilli Moshitzky, Shai Shoham, Nimrod Madrer, Amir Mouhammed Husain, David S. Greenberg, Raz Yirmiya, Yoram Ben-Shaul, Hermona Soreq

**Keywords:** acetylcholinesterase, cholinergic, glutamatergic, hippocampus, prefrontal cortex, microRNAs, motor control, stereotypic behavior

## Abstract

Stereotypic behavior (SB) is common in emotional stress-involved psychiatric disorders and is often attributed to glutamatergic impairments, but the underlying molecular mechanisms are unknown. Given the neuro-modulatory role of acetylcholine, we sought behavioral-transcriptomic links in SB using TgR transgenic mice with impaired cholinergic transmission due to over-expression of the stress-inducible soluble ‘readthrough’ acetylcholinesterase-R splice variant AChE-R. TgR mice showed impaired organization of behavior, performance errors in a serial maze test, escape-like locomotion, intensified reaction to pilocarpine and reduced rearing in unfamiliar situations. Small-RNA sequencing revealed 36 differentially expressed (DE) microRNAs in TgR mice hippocampi, 8 of which target more than 5 cholinergic transcripts. Moreover, compared to FVB/N mice, TgR prefrontal cortices displayed individually variable changes in over 400 DE mRNA transcripts, primarily acetylcholine and glutamate-related. Furthermore, TgR brains presented c-fos over-expression in motor behavior-regulating brain regions and immune-labeled AChE-R excess in the basal ganglia, limbic brain nuclei and the brain stem, indicating a link with the observed behavioral phenotypes. Our findings demonstrate association of stress-induced SB to previously unknown microRNA-mediated perturbations of cholinergic/glutamatergic networks and underscore new therapeutic strategies for correcting stereotypic behaviors.

## 1. Introduction

Stereotypic behavior (SB) involves patterned, repetitive, apparently purposeless movements [1]. SB occurs in patients with Tourette’s syndrome and obsessive-compulsive disorder [2], schizophrenia [3], autism [4,5], oculo-cerebro-renal disorder of Lowe (OCRL) [6], fragile X syndrome [7], Rett’s syndrome [8] and the stereotypic movement disorder in children [9]. The underlying mechanism(s) are largely unknown, but impaired emotional stress modulation is likely involved, particularly in Tourette’s syndrome [10,11]. Tourette’s patients display enhanced frequency and intensity of stereotypic motor patterns (tics) under threatening situations [12,13], and children show increased SB in unfamiliar settings [1]. The variability among human Tourette patients precludes a thorough exploration of the underlying mechanism(s), underlining the need for animal models of this syndrome.

Approaches employing pharmacological induction suggest a major role for glutamatergic neurotransmission in SB [14,15,16], but they also affect the motor and stress-induced variables. In caged animals, both stimulus-poor environments and cage mate aggression have been implicated as causes for neurodevelopmental changes that lead to behavioral stereotypies [17]. A related hypothesis views SB as a coping behavior elicited to relieve captivity stress [18]. However, this hypothesis is inconsistent with the findings that neither chronic administration of corticotrophin releasing factor (CRF) nor transgenic overexpression of glucocorticoid receptors [19] induce SB, and why avoiding SB failed to modify hormone levels in the hypothalamic-pituitary axis [20]. Others proposed that SB reflects disorganized function in executive brain regions, and correlated cage-observed stereotypic behavior patterns (frequently exhibited by captive animals) with impaired maze performance [17]. Compatible with this hypothesis, Tourette’s and autism subjects with more severe mental retardation show higher prevalence of SB [5,21,22]. However, thus far, brains of caged animals revealed very few alterations which could indicate the molecular mechanisms underlying SB. The importance of this phenomenon, combined with the limited knowhow on its underlying processes initiated our interest in pursuing transcriptomic tools for seeking the neurotransmission processes involved in SB via a bottom-up approach.

Stress effects on higher brain functions involve neuronal activation of several neurotransmitter systems, including glutamate [23], dopamine [24] and neuromodulation of both by acetylcholine (ACh) [25,26,27,28,29,30,31,32,33,34]. However, although SB is readily induced by dopamine agonists, and is modulated by stressful experiences [35,36], neither psychiatric patients nor animals with cage stereotypies showed excessive dopaminergic neurotransmission. These findings directed our attention to the putative links between glutamate and ACh in SB, possibly via regulatory microRNAs (miRNAs).

MiRNAs are non-coding RNAs, shown to be involved in the regulation of protein expression but whose role in SB remains unclear. MiRNA stem-and-loop molecules are generated from primary transcripts that are cleaved to yield 22–25 bp mature double-stranded forms, one of which guides the complex to a partially complementary sequence often found in the 3′-untranslated region (3′-UTR) region of target genes [35,37]. The miRNA 5′-end ‘seed’ region dictates target specificity and determines whether the mRNA will be translationally repressed and if it will be cleaved. Promiscuous complementation enables one miRNA to target more than one mRNA and achieve gene-network-level regulation, and genes in specific networks share common themes that could enable targeting by a single miRNA [36]. In the central nervous system, miRNAs are involved in diverse functions including neuronal development, plasticity and cellular function. Many brain miRNAs have been found to be changed in behavioral mouse models [38,39,40], but the impact of miRNAs on SB pathogenesis is still not understood. Specifically, each miRNA may target a number of different mRNA sequences; therefore, the identification of target sequences acted on by the identified mis-regulated miRNAs has not yet been well defined. 

Identifying the neurotransmission pathways involved in SB is also challenging, as receptors for the stress-response organizing agent CRF are present on glutamatergic, dopaminergic, serotonergic, noradrenergic and cholinergic neurons, indicating complex neuro-modulatory processes. Specifically, intraventricular CRF administration increases ACh release from cholinergic terminals in several forebrain regions controlling motor behavior [26], thereby potentiating principal neuron reactions to incoming messages via nicotinic receptor activation [25]. This indicates that cholinergic signals and their modification by miRNA regulators may upregulate motor functions under stress. Supporting this notion, cholinergic neurotransmission can modulate several levels of the hierarchy of motor behavior. Notably, this often occurs in an opposing manner to glutamatergic signaling [27,31,32]. Based on this knowhow, our working hypothesis predicted that stress could promote SB by modulating the regulation of motor behavior via exchanging glutamatergic with cholinergic signaling. To test this prediction, we examined transgenic mice with enforced decline in cholinergic signaling for both SB and brain transcriptomic changes of short (seeking modified miRNAs) and long transcripts (pursuing changes in their mRNA targets). 

Our mouse model involved elevated expression levels of acetylcholinesterase (AChE), known to occur under stress [33]. This overexpression could be the effect of moderating excitatory influences on stress responses and involves alternative splicing, changing AChE properties [28,29,34]. The normally rare, soluble variant AChE-R is induced by stress via alternative splicing of AChE pre-mRNA and is a preferred target of the stress-induced miRNA-132 [30] and miRNA-125b [41]. Therefore, we hypothesized that long-term AChE-R over-expression could elicit stress-related stereotypic motor behavior, by acting on neural mechanisms leading to SB. We further predicted that these could encompass various brain regions which control defensive motor responses, including the basal ganglia, limbic brain nuclei [42,43,44,45] and brainstem regions [46]; and that this might involve marked changes in miRNAs targeted at cholinergic genes. 

We set out to test the association of modifications in cholinergic-targeting miRNAs in SB by focusing on transgenic TgR mice overexpressing the human (h)AChE-R constitutively, under the minimal promoter-enhancer of cytomegalovirus (CMV). At the behavioral level, we tested TgR mice for spontaneous SB and reaction to the muscarinic stimulator pilocarpine. At the molecular level, we performed short RNA-sequencing and mRNA transcriptomic analysis of brain tissues from TgR mice, seeking modified cholinergic transcripts and their targeting miRNAs. CMV-directed gene expression depends on neuronal activity and blocks the neuro-inflammatory NFkB response regulated by cholinergic signaling [47]. Therefore, we further examined the neuronal distribution and intensity of hAChE-R overexpression and assessed neuronal activity levels by labeling the immediate early gene c-fos, shown to associate both with SB-related neural activation [16] and with AChE-R over-production [28].

## 2. Materials and Methods

*Animals:* Control, FVB/N and TgR transgenic mice were housed in the animal colony of the Herzog hospital, with an ambient temperature of 21 ± 2 °C and with a 12:12 h light: dark cycle. Experimental procedures were approved by the ethical committee MD98.08-2 of The Hebrew University of Jerusalem.

### 2.1. Behavioural Tests

*Measurements of open field motor activity:* Spontaneous stereotypic behavior in an open field was followed from weaning (3–4 weeks of age) to adulthood (2–12 months of age). Following 30 min habituation in a holding cage, mice were placed for 5 min at the mildly stressful, brightly lit, center of a 40 × 40 cm open field with 20 cm high walls. Videotaped locomotor activity was first quantified as total time spent in locomotion. Rearing episodes were quantified to evaluate the extent of disruption of normal exploration under SB. Episodes in which the mouse-initiated locomotion (“locomotion events”) were counted. An index of asymmetry was calculated as [(left turns − half the total events)/total events] * 100. Thus, perfect symmetry would yield a value of 0 and total asymmetry—50%. For measurement of circadian motor activity, see Supplementary Material, Supplementary Figure S1.

*Neurological tests:* Mice were examined at the peak of their motor activity during the dark phase. Deficits in vestibular function were tested by holding mice by the tail, lifting and then lowering them over a metal cage top. Then, while the mouse was still, tactile stimuli to the right or left shoulder and trunk were applied using a cotton swab, and orienting to the stimulus was noted. Efficient and symmetric head and limb placement, and symmetric head orienting to tactile stimuli were taken as evidence of normal vestibular functioning.

*Assessment of context-dependent SB:* Mice were observed in a brightly lit open field on test day 1, 20 min after saline injection, returned to a holding cage for 20 min and re-observed in a dimly lit room while in their home-cage. On test day 2, mice were observed in the same sequence described above, 20 min after injection. 

*Forced swimming:* Mice were placed in a circular water container, 20 × 20 cm in diameter and depth. Following a 4 min swim, at 25 °C, mice were taken out of the water and dried under a warm lamp. Total time spent swimming, number of swim episodes adjacent to the wall, number of swims across the container; number of circles and % asymmetry in the direction of swimming calculated by the index of asymmetry (see above) were quantified from video records.

*Two unit serial maze:* Modular units placed in a series constitute this maze (85). To complete one “run”, a 22 h water-deprived mouse must choose between turning right or left to receive, at the end of the maze, a reward in the form of 40 μL of 5% sucrose and one “run” is considered complete. Then the mouse must shuttle back to the other end of the maze where it gets the same reward. There were 5 runs per session; one session per day. Quantitative measures of performance include numbers of left/right choice errors, “retrace errors”—episodes in which a mouse moves in the wrong direction (toward the end without a reward), time to complete a session (5 rewarded runs) and number of errorless runs per session (5 errorless runs is the highest performance level). 

### 2.2. Histology and Immunolabeling

Mice were euthanized 80–90 min after behavioral experiments by an intraperitoneal injection of 200 mg/kg sodium pentobarbital (“Pental”). Brains were fixed by trans-cardial perfusion with ice-cold 4% paraformaldehyde containing 4% sucrose (pH = 7.4). For cellular tests we labeled ARP, the C-terminal peptide unique for AChE-R, using a rabbit polyclonal antibody [48]. Cholinergic neurons were identified by goat anti-choline-acetyltransferase (Chemicon, Temecula, USA). General AChE was labeled with goat anti-AChE (Santa Cruz, CA, USA, antibody N19). In co-localization studies, we used secondary antibodies: fluorescein (FITC)-labeled donkey anti-rabbit to visualize hAChE-R, donkey anti-goat for choline-acetyltransferase, and streptavidin-Cy3 to visualize general AChE. hAChE-R accumulating neurons were counted in hippocampal sub-regions CA1-2 (for brevity, hereafter referred to as CA1), CA3, and dentate gyrus (DG). In addition, hAChE-R accumulating neurons were counted in the striatum (in sampled rectangular fields measuring 420 × 680 µm) and in the red nucleus and the hypothalamus. Two to three coronal brain sections were sampled at an estimated distance of 2.8–3.3 mm posterior to bregma. Images of each hippocampal sub-region were acquired and analyzed using the AnalySIS software (SIS, Germany). In situ hybridization was essentially as described [48].

### 2.3. Measurements of Open Field Motor Activity

At the age of 5 weeks, all TgR mice displayed motor activity comparable to parent strain FVB/N mice, yet by 17 weeks, they segregated into two subpopulations. About 40% of transgenics (designated TgR-L) display locomotor activity comparable to that of FVB/N controls, whereas 60% express locomotor hyperactivity (TgR-H; Table 1). The hyperactivity of TgR-H mice was manifested as locomotor asymmetry which frequently developed into stereotypic circling (Figure 1A,B), and repeating locomotor paths whereas both FVB/N and TgR-L mice readily explored and engaged in a variable succession of movements. Oral stereotypy (e.g., chewing, biting or licking) was not evident in TgR-H mice. Rearing, grooming, and the stretch-attend posture, all of which are normal components of exploratory behavior, were rare. Unlike TgR-H mice, TgR-L mice were similar to FVB/N control mice in all features (Table 1A and Supplementary Figure S1A–D). When testing behavior, we referred to the individual differences in the behavioral patterns of individual mice as significant and relevant, and separated mice into TgR-L and TgR-H as detailed below.

When the mice were single-housed in cages containing a running wheel, TgR-H mice engaged in SB at the expense of wheel running and ran the wheel considerably less than did FVB/N control mice (daily means of 2455 ± 1350 as compared to 7370 ± 1570 counts, *t*-test (df = 10) = 2.4, *p* < 0.04). Thus, SB is not due only to an increased motor drive, which could be vented by use of the running wheel. Nevertheless, the circadian locomotion cycle was essentially normal except that TgR-H mice displayed higher activity during the first half of the dark phase (Supplementary Figure S1E,F). 

Spontaneous stereotypic behavior (SB) in an open field was sought from weaning (3–4 weeks of age) to adulthood (2–12 months of age). Following 30 min of habituation in a holding cage, mice were placed for 5 min at the mildly stressful, brightly lit, center of a 40 × 40 cm open field with 20 cm high walls. Videotaped locomotor activity was first quantified as total time spent in locomotion. Rearing episodes were quantified to evaluate the extent of disruption of normal exploration under SB. Episodes in which the mouse has initiated locomotion (“locomotion events”) were counted. An index of asymmetry was calculated as: left turns—half the total events/total events *100. Thus, perfect symmetry would yield a value of 0 and total asymmetry—50%. 

### 2.4. Telemetric Measurement of Motor Activity

Telemetric activity measurements were performed as detailed previously [49], following intraperitoneal (ip) injection of ketamine–xylazine mixture (4.25, 0.15 mg/mouse) as anesthesia for transmitters implantation. Recordings lasted for 48 consecutive h starting at 7 am (beginning of light phase).

### 2.5. Vestibular Test

Mice were examined at the peak of their motor activity during the dark phase. Deficits in vestibular function were tested by holding mice by the tail, lifting and then lowering them over a metal cage top. Then, while the mouse was still, a tactile stimulus to the right or left shoulder and trunk was applied using a cotton swab, and orienting to the stimulus was noted. Efficient and symmetric head and limb placement, and symmetric head orienting to tactile stimuli were considered as evidence for normal vestibular functioning. 

### 2.6. Forced Swimming

The TgR-H phenotype extended to situations involving motor behaviors other than locomotion. Thus, in a forced swim test, TgR-H, but not TgR-L, mice swam along the wall significantly more than FVB/N mice, which tended to sample alternative routes (e.g., swimming across the container). TgR-H mice further displayed a rigid pattern of swimming direction and circling asymmetry, to the same direction as in the open field (Figure 1B). Mice were placed in a circular water container, 20 × 20 cm in diameter and depth. Following a 4 min swim at 25 °C, mice were taken out of the water and dried under a warm lamp. Total time spent swimming, number of swim episodes adjacent to the wall, number of swims across the container, number of circles and % asymmetry in the direction of swimming (calculated by the index of asymmetry) were quantified from video records. SB in this test was reflected by motor hyperactivity, reduced exploratory behavior and motor asymmetry.

### 2.7. Small RNA-Sequencing

In principle, we expected global changes in gene expression to primarily depend on the genomic composition of the tested mice. Therefore, we have used brain tissues from all of the TgR transgenics as compared to the control (wild type) mice from the same strain for the molecular analyses (microarray tests, RT-qPCR measurements and analyses thereof). Briefly, total RNA was extracted from murine brain tissues using the miRNeasy Mini Kit (Qiagen, 217004, Venlo, The Netherlands). Four TgR and three FVB/N mice were used for the prefrontal cortex (PFC) analyses, and three TgR and three FVB/N mice were used for the hippocampal preparations. RNA quality and quantity were measured using a Nanodrop 2000 (PeqLab/Thermo Scientific, Waltham, MA, USA). RNA integrity was tested using the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) RNA 6000 Nano LabChip Kits (Agilent Technologies) which revealed a RIN values range of 8.6–9.3. 300ng of RNA were subjected to small-RNA sequencing. Libraries were generated using an RNA Library prep kit (NEBNext E7300 Multiplex Small RNA Library Prep Set for Illumina, Foster City, CA, USA) following manufacturer’s instructions. Libraries were barcoded and sequenced on a NextSeq Series Sequencing System (HUJI Center for Genomic Technologies, Jerusalem, Israel) using an Illumina flow cell (Illumina 500 NextSeq High Output v2 Kit, FC-404-2005; Illumina). Quality control was performed using FastQC [50], version 0.11.8. Short RNA was aligned to the miRBase version 21 using miRExpress2.0 [51] with default parameters. Expression analysis was performed using the Bioconductor DESeq2 [52] software via R platform [53].

### 2.8. Transcriptomic Analysis

Prefrontal cortices (PFCs) and Striatal Caudate-Putamen regions (CP) from groups of four FVB/N (wt) and four TgR animals were dissected on ice. Total PFC and CP RNA was extracted using the RNeasy mini kit (Qiagen, Hulden, Germany). Transcriptome profiles of two independent pools of PFC and CP RNAs from male age and strain-matched FVB/N and TgR mice (3–4 animals in each pool) were each hybridized to four standard Affymetrix mouse arrays (MgU74Av2) with 12,450 different transcripts for a total of 4 microarrays. Microarrays were used as per manufacturer’s instructions and the MIAME (www.mged.org) instructions. Analysis involved fluidic station FS-400, MAS 5.0 software and GeneArray 2500 scanner (Affymetrix). Transcripts were designated as absent or present according to the Affymterix manual where marginal (M) detection levels were counted as absent. A transcript was designated as changed if there was a robust change according to the Affymetrix manual (in the same direction) for at least 3 out of 4 comparisons (2 × 2 pools from each treatment). Data mining and graphs were carried out using the Spotfire program (Spotfire, Sommerville, MA, USA) and Excel. To identify the over-represented categories among those that were changed in the TgR brain, we performed Gene Ontologies (GO) classification using the freely available online GOstat tool [54]. 

### 2.9. Quantitative PCR (qPCR)

cDNA was prepared using the Quanta qScript mRNA cDNA Synthesis Kit (Quantabio, Beverly, MA, USA) according to the manufacturer’s instructions and diluted 1:10 in double-distilled water prior to qPCR plate preparation. qPCR was performed in either 384-well or 96-well plates on CFX-384/96 machines (Bio-Rad), using Perfecta Sybr Green FastMix with low or No Rox (Quantabio) at a final well volume of 5 or 15 μL, respectively. β-actin and RPL-19 were used as housekeeping genes. Expression was calculated as ΔΔCt values using the Bio-Rad CFX Maestro 1.1 Software Version 4.1.2433.1219. 

### 2.10. Statistical Analyses

Histological data was subjected to ANOVA with a simple between-groups design comparing wild type FVB/N and TgR mice. Behavioral data, which included multiple tests conducted on each mouse, was analyzed using one-way ANOVA with repeated measures within each group (FVB/N and TgR) and between groups (FVB/N vs. TgR). Other statistical tests are noted where relevant. 

## 3. Results

### 3.1. TgR Mice Show Clear SB Characteristics

At the age of 17 and 30 weeks, TgR mice displayed exacerbated motor activity compared to age-matched FVB/N controls. Although there were relatively high individual behavioral differences among TgR as compared to FVB/N mice (Table 2 and Table 3 and Supplementary Figure S1), most TgR mice exhibited symptoms that are indicative of SB, including motor hyperactivity, which was evident both in the forced swim (Figure 1A and Supplementary Movie S1) and the open-field (Figure 1B) paradigms, and was also observed under continuous automated telemetric recording. Moreover, TgR mice presented stereotypic and rigid behavioral patterns which accompanied their less than normal exploratory behaviors as observed in matched controls. For example, TgR mice exhibited stereotypic circling and swimming along the wall under forced swim stress, unlike FVB/N mice which tended to sample alternative routes (e.g., swimming across the container) (Figure 1A). In the open-field test, TgR mice presented locomotor hyperactivity at the expense of normal exploratory behaviors, reflected by marked decline in rearing. They also showed less grooming and stretch-attend postures, which are normal components of exploratory behavior (Figure 1B–D). 

Interestingly, when TgR mice were single-housed in cages containing a running wheel, they engaged in SB and ran the wheel considerably less than the FVB/N control mice (daily means of 2455 ± 1350 as compared to 7370 ± 1570 counts, *t*-test (df = 10) = 2.4, *p* < 0.04). Thus, the abnormal locomotion patterns were unlikely to be due to an increased motor drive, which could be vented by use of the running wheel. Additionally, TgR mice exhibited motor asymmetry, both in the forced swim (Figure 1A) and the open-field (Figure 1E) tests, where they displayed circling or locomotion asymmetry, turning to the same direction repeatedly. Additionally, in spite of essentially normal circadian locomotion cycle in both strains, activity levels and body temperature were both significantly higher in 2-month-old TgR mice during the first half of the dark phase (Figure 1F,G). The contribution of vestibular dysfunction and middle ear pathology to TgR circling behavior was excluded, as TgR mice displayed symmetric head orienting when touched with a probe at the shoulder and turned symmetrically toward an approaching edge. Oral stereotypy (e.g., chewing, biting or licking) was not evident in the TgR mice (Supplementary Movie S2). We conclude that TgR mice displayed persistent SB characteristics, evident as circadian controlled motion hyperactivity, excessive circling behavior and motor asymmetry patterns which were subject to impaired control of their circadian behavior patterns.

### 3.2. Muscarinic Stimulation Suppresses the Motor Hyperactivity but not the Locomotor Asymmetry Component of SB

To test if the SB patterns were due to the cholinergic impairments of TgR mice, we injected these mice with the cholinergic agonist pilocarpine. This agent, at an intravenously injected dose of 25 mg/kg, profoundly suppressed motor behavior in both FVB/N and TgR mice (Figure 2 and Supplementary Table S1). Due to the higher baseline locomotion time in TgR mice, this yielded a significant interaction of pilocarpine and transgene. However, pilocarpine showed no effect on the locomotor asymmetry component of the SB profile, with no interaction of drug and transgene in this context (Supplementary Table S1), predicting that additional neurotransmission pathway(s) might be involved. Taken together, the prevalent behavioral differences between TgR and FVB/N mice, and the fact that these are manifested in multiple test conditions, suggested that these deficits did not reflect a low-level motor impairment. Rather, these findings could better be explained by a higher systematic deficit in neurotransmission pathway(s), which is what we tested next.

### 3.3. hAChE-R Excess Does Not Disrupt Normal Cholinergic and Glutamatergic Pathways and Is Inversely Correlated with ChAT Expression

Given the cholinoceptive nature of the hippocampus and its key role in controlling navigation behavior [55,56], we have first addressed this brain region in our tests. Quantitative PCR demonstrated massive selective increases of the stress-induced AChE-R variant in the hippocampi of 10 weeks old TgR mice compared to controls, with more modest increases of both the synaptic AChE-S variant and of AChE-R in the prefrontal cortex (PFC, Figure 3A–C). Extending this analysis to the protein level, cholinergic neurons in TgR mice appeared normal in number and size and were successfully labeled for both the leading AChE-S protein and the stress-induced AChE-R variant (Figure 3D–F). Notably, TgR mice showed normal distribution of cholinergic ChAT-expressing neurons with symmetric distribution between the right and left hemispheres. However, numerous cholinergic neurons with intense ChAT expression did not express hAChE-R in the striatum, medial septum and diagonal band, indicating differential translation levels of this transcript in cholinergic neurons (Figure 3G,H,K). This also ruled out loss or impaired function of cholinergic neurons and hemispheric differences as potential causes for SB. Importantly, intensely hAChE-R-labeled neurons were denser in the medial striatum (128 ± 19 per sampled field of 100 µm^2^) than in the lateral striatum (25 ± 7 per sampled field, paired *t*-test (df = 7) = 6.8, *p* < 0.0005), opposite to the gradient of cholinergic activity in the striatum [57]. The nucleus basalis magnocellularis, brainstem and spinal cord (ventral horn) motor nuclei all included subsets of cholinergic neurons with less intense ChAT but pronounced hAChE-R expression (Figure 3I,J,L). TgR mice further showed inter-hemispheric symmetry and normal distribution of tyrosine hydroxylase-positive dopaminergic neurons, without AChE-R. Thus, the brains of TgR mice presented somewhat skewed cholinergic profiles, but with otherwise regular histopathology.

### 3.4. AChE-R Distribution in Motor-Regulating Brain Regions

Multiple subsets of neurons in several brain regions of TgR mice showed an excess of both transgenic hAChE-R and murine mAChE-R mRNA, accompanied by enhanced immunolabeling of the (h)AChE-R protein. Typically, the neuronal cytoplasm, nucleus, and dendrite(s), but not axons, were stained (Figure 4A,B). In general, hAChE-R accumulation overlapped with that of the host gene, occurring in cholinoceptive regions that tend to express the primary synaptic AChE-S variant (e.g., cortex, hippocampus and striatum).

All TgR mice showed extensive hAChE-R expression in the neocortex, striatum, red nucleus and cerebellum, all of which are known to contribute to motor regulation [58,59], as well as in the anterior cingulate cortex, amygdala, hypothalamus and medial striatum, reported as being involved in the emotion-motor interface [60,61]. Some TgR mice also showed increased AChE-R expression in the striatum, lateral septum and most prominently in the hippocampus, structures known to participate in behaviorally-inhibitory pathways [62,63]. Neuronal activation was assessed by immunohistochemical detection of the immediate early gene c-fos, known to be increased under numerous insults [64,65]. Notably, the medial striatum, lateral septum and anterior cingulate cortex in TgR mice included fewer c-fos positive cells than in FVB/N mice (Figure 4C and Table 4). Thus, the observed SB patterns could not be attributed to elevated c-Fos levels.

### 3.5. RNA-Seq Reveals Modified CholinomiRs in TgR Hippocampi

The hippocampus coordinates numerous behavioral patterns [66], and it readily reacts to altered cholinergic cues [67] and shows corresponding changes in miRNAs [68]. To explore such changes in the TgR hippocampus, we performed short RNA-sequencing of hippocampal RNAs from TgR mice and matched controls. 

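Small RNA libraries were made from the hippocampi of 3 TgR mice, which overexpress human AChE-R, and of 3 FVB/N mice, the parent strain, with 300 ng of total RNA per library and RNA integrity values of 8.6 to 9.3 over all libraries of the study. The authors aligned the short reads to miRBase, the catalogue of miRNA sequences, with miRExpress, and deposited for each mouse the number of reads counted on every pair of a hairpin and one of its mature miRNAs, without normalization. The total count ranged from 13077865 to 15504776 in the FVB/N libraries (median 13619784) and from 14435742 to 18385985 in the TgR libraries (median 17229478). Over all libraries of both brain regions, 1514 pairs and 1384 mature miRNAs were listed. A mature miRNA encoded by several hairpins, as 71 of them were, is listed at each hairpin, and for 60 of the 71 the counts at these hairpins lay within 5% of each other. With a single row per mature miRNA, the totals were 8247254 to 9481358 in the FVB/N libraries and 8695210 to 11111883 in the TgR libraries. The 5 most abundant pairs took 36.0% to 37.5% of the counts in FVB/N hippocampi and 35.4% to 38.8% in TgR hippocampi. At these depths, the smallest signal that could be told from 0 (3 counts) corresponded to 0.163 to 0.229 CPM (the count scaled to a common library total), a floor that covers counting error only. No pair of libraries of the same genotype held counts within sampling noise of each other, as chi-square per degree of freedom was between 136 and 533. Here the counts were scaled by edgeR's TMM method and pairs with too few counts for a test were left out by its filterByExpr rule, which kept 726 pairs of 621 mature miRNAs. TgR and FVB/N libraries were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p, whereas the paper used DESeq2 and its text does not name a threshold. Choices that could change the number of DE miRNAs include the test, the filter, the threshold, the scaling between libraries and the treatment of miRNAs with several hairpins.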

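Between the 3 TgR and the 3 FVB/N hippocampi, 25 pairs of hairpin and mature miRNA passed an adjusted p of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 14 higher and 11 lower in TgR mice. They comprised 23 mature miRNAs, 12 higher and 11 lower. At an unadjusted p under 0.05 there were 127 pairs. All 25 pairs had TgR libraries that did not overlap with the FVB/N libraries, which was so for 174 of the 726 tested pairs (24.0%, against 10% by chance for 3 mice against 3). An exact permutation test on 3 against 3 cannot give a p below 0.1. The smallest adjusted p among the raised miRNAs was that of miR-34b-3p, at 12.7 ± 2.94 CPM in FVB/N mice (SD, n = 3) and 75.3 ± 23.3 CPM in TgR mice (SD, n = 3), a log2 fold change of 2.57 (standard error 0.28, adjusted p = 0.0072, edgeR). It is encoded on chromosome 9 of GRCm38 from 51103562 to 51103645, next to the hairpin of miR-34c (51103034 to 51103110), both on the strand opposite to Btg4 and inside an intron of that gene. miR-34c-5p rose from 113 ± 35.3 to 608 ± 227 CPM (SD, n = 3 each), a log2 fold change of 2.42 (standard error 0.34, adjusted p = 0.016, edgeR). The other arms of these hairpins were raised as well, miR-34b-5p by 2.97 and miR-34c-3p by 2.32 on the log2 scale (adjusted p = 0.020 for each, edgeR). Of related miRNAs, miR-34a-5p, chosen after its values were seen, had a log2 fold change of 0.62 and miR-449a-5p, at 1.44 to 2.20 CPM on average, one of -0.61, neither past the threshold. miR-375-3p, encoded between genes on chromosome 1 (74900658 to 74900721), was at 11.7 ± 3.10 CPM in FVB/N and 38.4 ± 2.21 CPM in TgR hippocampi (SD, n = 3 each), with a log2 fold change of 1.71 (standard error 0.21, adjusted p = 0.0076, edgeR). Of the lowered miRNAs, miR-383-5p had the smallest adjusted p. It lies in an intron of Sgcz on chromosome 8 (38252133 to 38252202) and fell from 485 ± 142 to 163 ± 29.1 CPM (SD, n = 3 each), a log2 fold change of -1.57 (standard error 0.24, adjusted p = 0.020, edgeR). miR-144-5p (log2 fold change -1.01, adjusted p = 0.043, edgeR) and miR-451a (-0.86, adjusted p = 0.043, edgeR) are encoded beside each other on chromosome 11, at 78073005 to 78073070 and 78073170 to 78073241. miR-144-3p, chosen after its values were seen, was at -0.68 (adjusted p = 0.067, edgeR). These are miRNAs of red blood cells, so less residual blood in the TgR samples could lower them. The 4 tested miRNAs of white blood cells lay between -0.071 and 0.25, which cannot decide this because they mark other cells. miR-182-5p (log2 fold change -1.61) and miR-412-5p (-0.73) were lower at an adjusted p of 0.045 each (edgeR). The number of DE pairs lay between 1 and 28 with each mouse left out in turn, the lowest without FVB/N replicate 3. It was 63 with no filter, 56 with DESeq2, and 75 with DESeq2 at an adjusted p under 0.1. The targets that the miRNAs are predicted to bind were not analysed here.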

A total of 36 miRNAs were differentially expressed (DE) in the TgR hippocampal RNA-seq datasets compared to FVB controls, and eight of these DE miRNAs target at least 5 cholinergic transcripts each (Figure 5A; dataset deposited as GEO GSE144022) [55]). Notably, the downregulated cholinergic-targeted miRNAs formed a multi-level network with other miRNAs, considerably more complex than the network formed by the upregulated miRNAs (Figure 5B). Those included miR-125b which targets, among other mRNAs both AChE-R and the vesicular ACh transporter (VAChT) [41], miR-370, the targets of which include the AKT signaling pathway [69] and BMP2 [70], and miR-204 which may inhibit the cholinergic-suppressible inflammation-associated NFkB signaling pathway [71]. 

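Each of these miRNAs was measured in the 6 hippocampal libraries. The miR-125b family has 2 hairpins, and the 3p arm of mir-125b-2, miR-125b-2-3p, is the arm shown in Fig. 5A. miR-125b-2-3p was at 225 ± 13.3 CPM in FVB/N and 168 ± 17.9 CPM in TgR hippocampi (SD, n = 3 each), a log2 fold change of -0.43 (standard error 0.14), and was not past the threshold (adjusted p = 0.16, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although no TgR library reached the lowest FVB/N library. It passed with DESeq2 on miRNAs with a mean of at least 300 normalized counts (adjusted p = 0.021, in a range of 0.021 to 0.35 over 17 alternatives) and with DESeq2 at an adjusted p under 0.1. The 5p arm, miR-125b-5p, was about as abundant at both of its hairpins, which share its reads. At mir-125b-2 it was 16802 ± 736 CPM in FVB/N and 17342 ± 1094 CPM in TgR hippocampi (SD, n = 3 each), a difference smaller than the spread between mice (log2 fold change 0.046, standard error 0.098, adjusted p = 0.84, edgeR). At mir-125b-1 the log2 fold change was 0.049, and the sign of both changed with some mice left out. miR-125b-1-3p had a log2 fold change of -0.41 (standard error 0.21, adjusted p = 0.33, edgeR). miR-370-3p comes from a hairpin in an intron of Rian on chromosome 12 of GRCm38 (109618258 to 109618336), with the sequence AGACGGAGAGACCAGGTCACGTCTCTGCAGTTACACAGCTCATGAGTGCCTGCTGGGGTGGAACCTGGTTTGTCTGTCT. It fell from 2162 ± 492 to 1248 ± 74.7 CPM (SD, n = 3 each), a log2 fold change of -0.79 (standard error 0.17, adjusted p = 0.045, edgeR), and the log2 fold change stayed between -0.99 and -0.63 under 17 alternatives, with adjusted p from 5.2e-04 to 0.11, and it is 1 of 8 miRNAs of the Dlk1-Dio3 cluster in Fig. 5A, whose log2 fold changes were between -0.89 and -0.46, while the 83 tested pairs of the cluster outside Fig. 5A had a mean of -0.028. Its other arm, miR-370-5p, did not change by more than the spread between mice (log2 fold change -0.15, standard error 0.16, adjusted p = 0.64, edgeR). miR-204-5p comes from a hairpin in an intron of Trpm3 on chromosome 19 (22750605 to 22750672), with the sequence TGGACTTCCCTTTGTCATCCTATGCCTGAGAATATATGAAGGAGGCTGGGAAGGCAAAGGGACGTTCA. It was at 836 ± 192 CPM in FVB/N and 2352 ± 1200.5 CPM in TgR hippocampi (SD, n = 3 each), a log2 fold change of 1.49 (standard error 0.39, adjusted p = 0.078, edgeR). TgR replicates 1 and 3 had 3251 and 2816 CPM, whereas TgR replicate 2, at 988 CPM, lay among the FVB/N libraries, which ranged from 692 to 1054 CPM. The miR-204-5p difference passed in 8 of 17 alternatives, among them DESeq2, no filter, identical rows merged and all 13 libraries in one fit. Its adjusted p ranged from 2.7e-07 to 0.26 over the 17 alternatives. From the impaired miRNA signaling in TgR hippocampi, the paper proposes that the AChE-R variant is causally involved in the cholinergic pathway and in the stereotypic behavior of these mice.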

The modified miRNAs further formed intricate networks, suggesting that they may each affect the other modified miRNAs (Figure 5B). 

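Small RNA of the PFC was sequenced from 4 TgR and 3 FVB/N mice in the same way, and the deposited counts have the same form. The total count ranged from 11386005 to 15376927 in the FVB/N libraries (median 15177449) and from 8769851 to 17708258 in the TgR libraries (median 15846513), the lowest being TgR replicate 2. The 5 most abundant pairs took 43.1% to 46.8% of the counts in FVB/N and 42.4% to 46.4% in TgR PFC. The filter kept 730 pairs of 625 mature miRNAs. The spread between mice of the same genotype, as the common biological coefficient of variation of the fit, was 26.4%, against 18.9% in the hippocampus. The labels do not say whether hippocampal and PFC libraries came from the same mice.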

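In the PFC, 1 pair was past an adjusted p of 0.05 between the 4 TgR and the 3 FVB/N mice (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 19 pairs had an unadjusted p under 0.05. TgR and FVB/N libraries did not overlap for 38 of the 730 pairs (5.2%, against 5.7% by chance for 4 mice against 3). The 1 pair past the threshold was miR-383-5p, at 826 ± 108 CPM in FVB/N (SD, n = 3) and 251 ± 49.9 CPM in TgR PFC (SD, n = 4), a log2 fold change of -1.72 (standard error 0.18, adjusted p = 0.0059, edgeR). All 4 TgR libraries, between 181 and 293 CPM, were below all 3 FVB/N libraries, between 709 and 920 CPM. Under 18 alternatives its log2 fold change stayed between -1.82 and -1.59 with adjusted p from 2.1e-18 to 0.038, and it was the only DE pair in each. The other arm, miR-383-3p, also chosen after its values were seen, had 1 to 15 counts per library over both regions. The difference had the size of the one in the hippocampus, and the test of the difference between regions gave 0.11 on the log2 scale (standard error 0.33, adjusted p = 0.98, edgeR). The miRNAs named for the hippocampus did not differ in the PFC beyond the spread between mice: the log2 fold change was -0.0030 for miR-370-3p (standard error 0.17), -0.033 for miR-204-5p (standard error 0.16) and 0.068 for miR-125b-2-3p (standard error 0.12), each with an adjusted p of 1.00 (edgeR). Of the 24 miRNAs of Fig. 5A, 17 had the same direction in the PFC as in the hippocampus, 2 had an unadjusted p under 0.05 there and 1 an adjusted p under 0.05. An effect past the threshold in the hippocampus and not in the PFC need not differ between them, so the difference itself was tested over all 13 libraries (edgeR, 751 pairs). It passed an adjusted p of 0.05 for 4 pairs, miR-34b-3p (2.50 on the log2 scale, standard error 0.36, adjusted p = 0.0051), miR-34c-5p (2.37, standard error 0.38, adjusted p = 0.0070), miR-34c-3p (2.57, standard error 0.49, adjusted p = 0.032) and miR-34b-5p (2.71, standard error 0.55, adjusted p = 0.042). The difference between regions was not past the threshold for miR-370-3p (-0.83, adjusted p = 0.22, edgeR), miR-204-5p (1.48, adjusted p = 0.19, edgeR) and miR-125b-2-3p (-0.53, adjusted p = 0.27, edgeR). The difference stayed past the threshold in 23 of 23 alternatives for miR-34b-3p and for miR-34c-5p. It did so in 14 of 21 for miR-34c-3p (adjusted p up to 0.12) and in only 7 of 21 for miR-34b-5p (up to 0.17). The number of pairs that differed between regions was 23 with DESeq2. At least 4 pairs came from 10 of 100 drawn assignments of genotype within each region, the real one included.

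**Figure D1:**
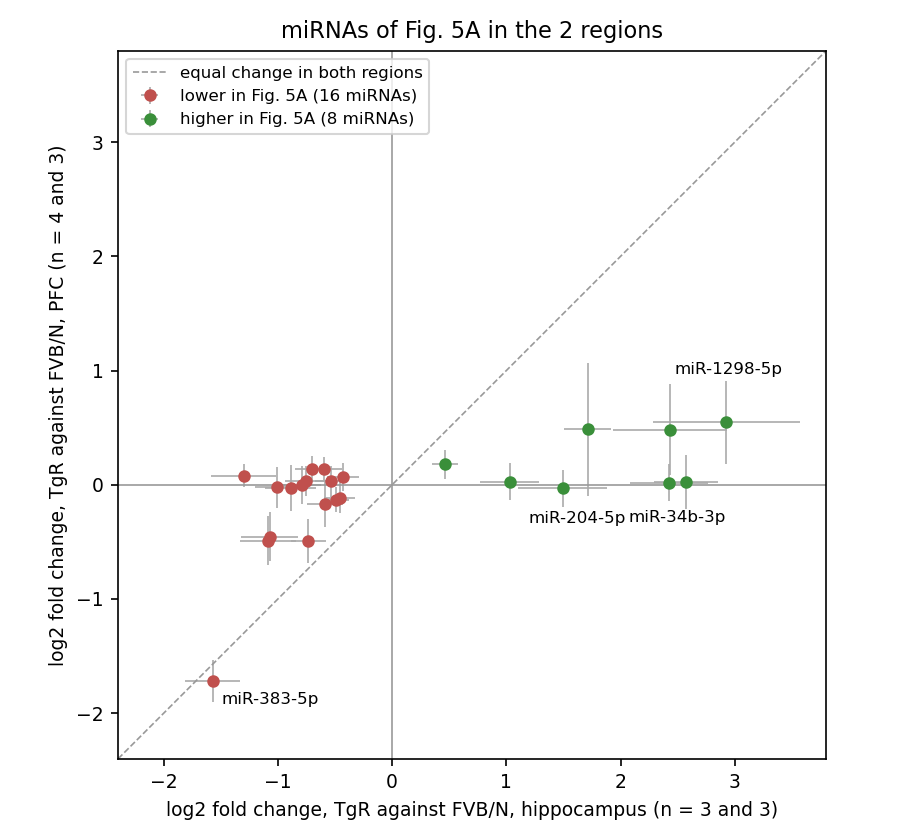
Log2 fold change between TgR and FVB/N mice of the 24 miRNAs of Fig. 5A in the hippocampus (x axis, 3 and 3 mice) and in the PFC (y axis, 4 and 3 mice), with standard errors as bars, red for the 16 lower and green for the 8 higher miRNAs. The dashed line marks equal change in both regions, and miR-383-5p, at -1.72 on the y axis, lies next to it.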

Intriguingly, no miRNAs were DE in the prefrontal cortex (PFC) of TgR mice. However, given the power of such network changes to exert neuro-modulation impacts across the brain [72], we proceeded by outlining corresponding changes in mRNA transcripts of the prefrontal cortex, which communicates with the hippocampus.

### 3.6. The TgR PFC Shows More Variable Cholinergic Transcripts than the Caudate Putamen

To further explore the cholinergic signaling-related brain routes, we compared the levels of cholinergic-associated transcripts between the striatal caudate-putamen (CP) and the PFC of FVB/N control and TgR mice (dataset deposited as GEO GSE31458). Intriguingly, the PFC showed more inter-individual variability for cholinergic and stress-related transcripts including CHRM3, CHRNA7, CNR1, DLG3, GRIN2A and SHANK3 compared to their CP expression patterns (Figure 6). The greater individual diversity of cholinergic-related and stress-associated genes in the PFC compared to the CP could be functionally relevant for the SB phenotype.

### 3.7. Suppressed Glutamatergic Neurotransmission-Related Genes in the TgR PFC

We predicted that the miRNA changes in the TgR hippocampus reflect its cholinoceptive features; to test this hypothesis, we sought corresponding differences in miRNA-targeted coding transcripts within other brain regions that modulate the hippocampus via cholinergic signaling. Given the PFC’s capacity to send stimuli-related messages to the hippocampus [74], we performed PFC transcriptomic analyses. We compared the FVB/N vs. FVB/N (C1/C2), TgR vs. TgR (R1/R2) and the four possible combinations of FVB/N vs. TgR profiles (Figure 7A). The two FVB/N preparations yielded highly similar profiles (Figure 7B, C2 vs. C1), with merely five genes showing a change. In contrast, the two TgR microarrays displayed higher variability, with 106 transcripts designated as DE (Figure 7B, R1 vs. R2). In comparison, PFC-expressed genes in TgR mice differed from those of FVB/N mice (Figure 7B, R1 vs. C1, R2 vs. C2 or the reciprocal comparisons) by 132, 388, 143, and 428 transcripts with robust changes (also, see Figure 7B for correlation coefficients (CC) between the absence/presence calls of each of the individual arrays), especially in glutamate-related functions.

The transcriptomic tests of coding mRNAs, followed by Gene Ontology analysis (GO [54]) of the corresponding biological process and molecular function ontologies revealed several significantly downregulated cellular and organism level categories in the TgR PFC (Figure 7A). Most conspicuous were changes in transcription-related processes (e.g., DNA binding transcription factors, trans-acting transcription activators/repressors, hormone receptors and chromatin remodeling). Two major affected categories included synaptic transmission (*p* < 2 × 10^−5^, 12 of 62 genes changed) and ion transport/channel activity-related processes (*p* < 9 × 10^−4^, 18 of 238 changed). Suppressed molecular function categories included ionotropic glutamate receptor activity (1 × 10^−3^, 5/13) and glutamate-gated ion channel activity (Figure 7B). Within the category of synaptic transmission, we noted changes in CAMK2, associated with the control over long-term potentiation [75], which is indeed modified in the TgR mouse [76]; VAMP2, involved with synaptic transmission efficacy [77] and WNT7B, regulating the WNT signaling pathway [78] were also modified. The decrease in ion channel activity involved reductions in calcium, potassium, chloride and sodium channels, GABA transporter (GABRA3, [79,80]), the ATPase ATP 6V1A [81] and glutamate decarboxylase (GAD2, [82]) in addition to the glutamate receptor NR4A2 gene [83]. These are all compatible with our findings of reduced glutamate receptor levels in cultured hippocampal neurons overexpressing AChE [84,85] and reciprocal to the changes induced by excess AChE-S in PFC neurons. The changed categories are noted in Figure 7B, and the changed transcripts are listed in Supplementary Table S2.

### 3.8. Validating Brain Region-Dependent Changes in Cholinergic and SB-Related Transcripts

To validate the PFC microarray findings and seek their relevance to the over-expressed AChE-R and the modified hippocampal miRNAs, we performed qPCR tests of selected relevant mRNA transcripts which are characteristic of the predictably modified pathways in hippocampi and PFC tissues from TgR and control mice. Notably, both the muscarinic receptor CHRM3 shown to be essential for REM sleep [86] and the attention-related CHRM5 [87] showed hippocampal but not PFC differences in TgR mice compared to FVB/N controls and to unmodified transcript controls (Figure 8). Additionally, we noted massive albeit bidirectional hippocampal changes in the autism-related transcripts of Grin2b, PTEN and SHANK3 [88,89,90,91], predicting behavioral differences; but not in the inflammation-associated CHRNA7, indicating limited relevance for brain inflammation. Notably, both miR-370-3p and miR-204-5p are known controllers of brain glia, indicating their potential relevance to the observed changes in the target transcripts. We conclude that perturbation of cholinergic/glutamatergic networks may induce stress-induced miRNA-mediated SB.

## 4. Discussion

TgR mice presented locomotor SB that appeared to be a repetition of pre-potent defensive motor responses to threat. Specifically, the running component paralleled running response under threat [43,45,92], which was consistently accompanied by the TgR hyper-locomotion. This is compatible with the reported linkage between emotionality and lateralization of motor behavior [93], which may be associated in TgR mice with locomotor-asymmetry and circling. Thus, we propose that in wild type mice, escape-mode defensive pre-potent motor responses may be subjected to inhibitory control; however, in the TgR mouse, these responses are released from inhibition as revealed by c-fos reduction in executive brain regions of the TgR emotional-motor interface.

Seeking the neuronal network origin of SB and its underlying molecular mechanisms, we studied short hippocampal and long PFC RNA transcripts in SB-expressing TgR mice over-expressing the stress-inducible soluble AChE-R variant, which accelerates acetylcholine degradation and suppresses cholinergic reactions. The transcriptomic analysis was performed on a mixed group of TgR mice with predicted inter-individual variability in their SB profiles. This indicates under-estimation of the impact of this transgene on those TgR mice presenting high level SB. We found TgR hippocampi to show 36 DE miRNAs, with 8 of those targeting cholinergic-related transcripts. Moreover, the PFCs of TgR mice, which showed no DE miRNAs, displayed 428 long DE mRNA transcripts, with a conspicuous decline of glutamatergic-related pathways (*p* < 1 × 10^−3^) and pronounced changes in autism-related transcripts compared to FVB/N mice. We further noted excess of C-fos at motor behavior-regulating brain regions and of immune-labeled AChE-R in SB-regulating basal ganglia, limbic brain nuclei and the brain stem. This labeling pattern accompanied the SB profiles of TgR mice. Combined with the changes we found in hippocampal miRNAs and selected glutamatergic-related PFC transcripts, these findings may indicate miRNA-mediated perturbation of the delicate balance between cholinergic/glutamatergic networks as accompanying the impaired inhibitory control over defensive motor behavior which is causally involved in SB.

### 4.1. Modified Hippocampal miRNAs in TgR Mice with Altered Cholinergic Activities

Over-expression of the stress-inducible soluble AChE-R variant predicts excessive ACh hydrolysis and correspondingly impaired cholinergic transmission in several motor-related brain regions. This variant is over-expressed in the mammalian brain under stress responses (reviewed in [33]). Therefore, we assumed that modified expression of cholinergic miRNAs might be involved. To test this prediction, we performed non-biased profiling of the short RNAs in TgR hippocampi compared to wild type FVB/N controls. This analysis indeed revealed 36 DE miRNAs, 8 of which affect cholinergic function (‘CholinomiRs’, [94]). Those included miR-125b which targets both AChE-R and the vesicular acetylcholine transporter (VAChT) [41], indicating that transgenic over-expression of AChE-R induced miRNA-mediated suppression of both the transgene itself and the cholinergic network that it interrupts in TgR brains. Other miRNAs that were affected are miR-370, which targets the AKT signaling pathway [69] and BMP2 [70]. Changes were also observed in miR-204, which inhibits the NFkB signaling pathway that is associated with inflammation and is suppressible by cholinergic inputs [71]. Altogether, the impaired miRNA signaling in the TgR hippocampi suggests a causal involvement of the AChE-R variant in both the cholinergic pathway in general, and the SB profile of these mice in particular.

### 4.2. Prefrontal Cortex and Striatal Transcriptomics of TgR vs FVB/N Mice

The hippocampal CholinomiR changes and the neuro-modulatory role of cholinergic neurotransmission [33,95] suggested the existence of further modifications in other brain regions. Notably, the PFC showed larger variability in cholinergic-related transcripts than the striatal caudate-putamen. Given the stress-related links of PFC functioning with the hippocampus, we proceeded by transcriptomic profiling of long RNAs in the PFC. This analysis revealed greater variability in PFC transcripts from TgR mice compared to their parent FVB/N strain. Specifically, we found the categories of both signal transduction and protein kinase C activation to be modified in the TgR PFC, which indicates that AChE-R may play an active role in modulating motor responses to stress. Additionally, the neuro-anatomical distribution of AChE-R overlapped with that of its partner kinase [96], consistent with our previous studies showing intensified, PKC-mediated LTP responses in TgR mice [76,97]. Therefore, the variable neuroanatomical distribution of transgenic AChE-R may support the gene-environment interaction(s) accounting for the TgR SB phenotype. Furthermore, the altered synaptic regulation by AChE-R occurred in specific pathways involved with stress management, consistent with the overlap between AChE-R’s neuro-anatomical distribution and the distribution of stress-activated neuronal populations.

### 4.3. Implications for SB Studies

Several studies support glutamatergic causation of SB. This centers on anatomical substrates within the striatum [16,98], and possibly other brain regions in the motor hierarchy. Such conclusions are mainly derived from clinical studies. For example, Tourette’s syndrome abnormalities involve interactions between the striatum and other brain regions [99]. However, although animal model studies of spontaneous cage stereotypies [17] associated captivity stress with SB, the anatomical substrate of SB in these models has not been elucidated yet. Our current study bridges the anatomical distribution of stress signals with the corresponding transcriptomic signals and the SB phenotype, suggesting that stress-induced changes in AChE-R distribution and in neuronal activation in the behavioral-motor interface may yield SB. Importantly, SB is not a single class of purposeless movement. Rather, we find that stress-related cholinergic signaling intensifies pre-potent escape-related locomotion while other motor behaviors such as rearing are reduced. That TgR mice display SB patterns under safety supports the notion of stress-induced restriction of their normal behavioral repertoire. Different types of stress may hence engage distinct pre-potent defensive motor responses and result in different forms of SB, with glutamate involved in some but not necessarily all aspects of SB.

### 4.4. Clinical Relevance to Human SB

The elevated stress signaling [100] and reduced inhibitory tone in executive brain regions of the emotional motor interface [101,102] in Tourette’s syndrome parallel our observations in TgR mice. The frequency and intensity of tics (a stereotypic motor pattern) displayed by Tourette’s patients increase under situations perceived as threatening [12,13]. In addition, striatal cholinergic activity is involved in both human SB and psychosis. Along with the cingulate and orbito-frontal cortex, the caudate nucleus serves as the major substrate for the effects of stress on glutamatergic pathways [103]. Both the caudate and cingulate/prefrontal cortices are involved in the TgR model. Nevertheless, the movement sequences that comprise SB differ among mouse models, caged animals or psychiatric patients. While locomotor hyperactivity and circling behavior occur both in some psychiatric disorders [104] and in TgR mice, several other SB movement sequences appear in psychiatric and developmental disorders [8] but not in TgR mice. Nevertheless, the clinical relevance of cholinergic stress signaling to SB in psychiatric disorders is supported by our finding that in human blood tests, AChE-R levels increase with state anxiety [105]. We conclude that SB reflects a multitude of pre-potent movement sequences that escape inhibitory control, that are often stress-related and that vary depending on the neural substrates involved in the given psychiatric disorder. While we are aware of the limitations of this study, which largely presents an association phenomenon rather than a conclusive mechanism of action, it may be naïve to link the complex SB phenomenon to a single splice variant of a single enzyme; nevertheless, the broad distribution of cholinergic stress signaling points to AChE-R as an important candidate to investigate in psychiatric disorders with stereotypic behaviors.

## Figures and Tables

**Figure 1:**
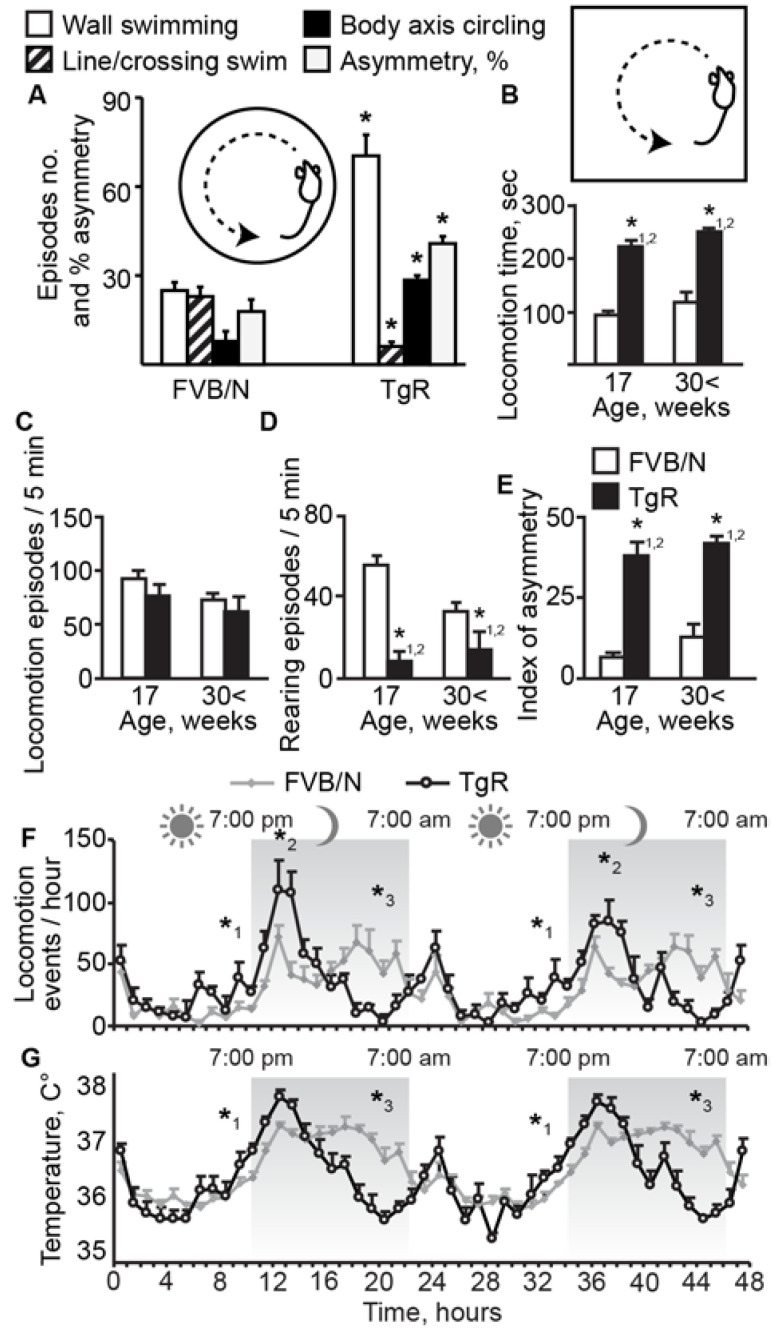
TgR mice show SB profiles. (**A**) Forced swim test. Shown are wall swim (number of swims around the circumference of the circular pool), line/crossing swim (number of episodes in which the mouse made a straight-line path instead of adhering to the wall), body axis circling (lateral circling in the water around the body axis) and asymmetry % (index of asymmetry in direction of swimming; 0 = perfect symmetry, 50% = complete asymmetry). Sample sizes: FVB/N (*n* = 10), TgR (*n* = 14). (**B**–**E**) Open field tests. Shown are locomotion time, episodes, rearing events and the index of asymmetry. (**F**,**G**) Circadian light: dark rhythm and body temperatures in TgR and FVB/N mice. Sample sizes: FVB/N (*n* = 8), TgR (*n* = 6). Asterisks represent significant ANOVA: * 1, * 2, * 3, in the first, second, and third quarters respectively.

**Figure 2:**
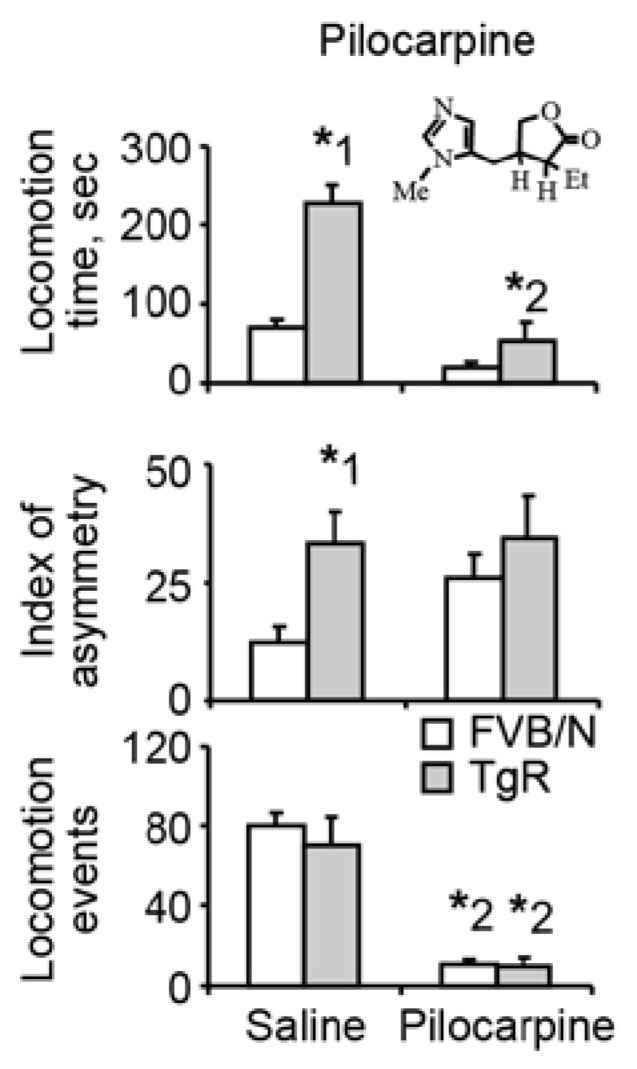
Pilocarpine suppresses the motor hyperactivity but not the locomotor asymmetry component of SB. Shown are the effects on motor activity in the open field. Pilocarpine, a muscarinic agonist, at a dose of 25 mg/kg, suppressed motor activity without affecting motor asymmetry. * 1 marks a significant transgene effect. * 2 marks a significant drug effect.

**Figure 3:**
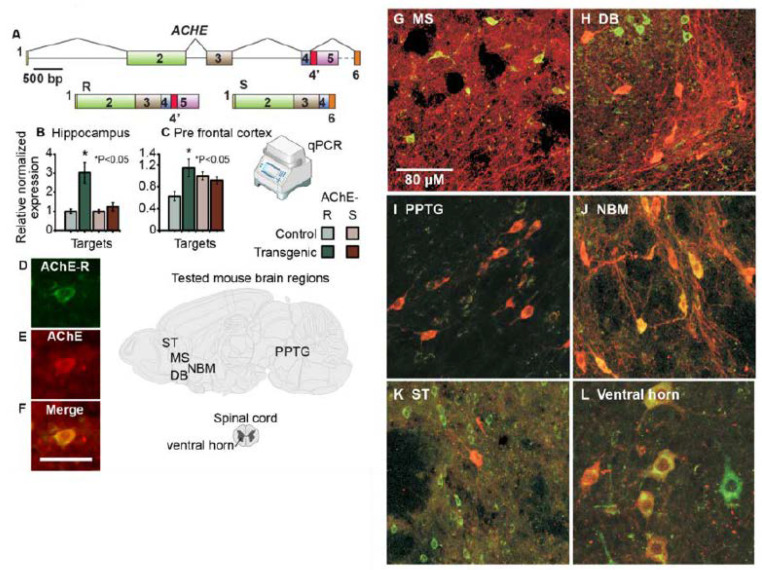
(**A**) Simplified structure of the human ACHE gene with its synaptic (AChE-S) and “readthrough” (AChE-R) mRNA 3′ alternative splicing products. (**B**,**C**). Quantitative PCR shows selective increases of the stress-induced AChE-R variant in the cholinoceptive hippocampi of TgR mice, and more modest increases of both AChE-S and AChE-R in the cholinergic prefrontal cortex. Results were normalized to RPL19. (**D**–**F**). AChE-R overexpression in matrix cells positive for the common AChE domain, but not in patches. No hAChE-R labeling appeared in cholinergic nuclei with intense choline-acetyltransferase (ChAT) staining in the medial septum (MS) (**G**), diagonal band (DB) (**H**), and the prepontine tegmental nucleus (PPTG) (**I**). hAChE-R labeling co-appeared in cholinergic nuclei expressing ChAT, with moderate to weak staining, e.g., in the nucleus basalis magnocellularis (NBM) (**J**), striatum (ST) (**K**) and spinal cord (ventral horn) (**L**). Red = ChAT, Green = hAChE-R, Yellow–Orange = co-localization of ChAT and AChE-R.

**Figure 4:**
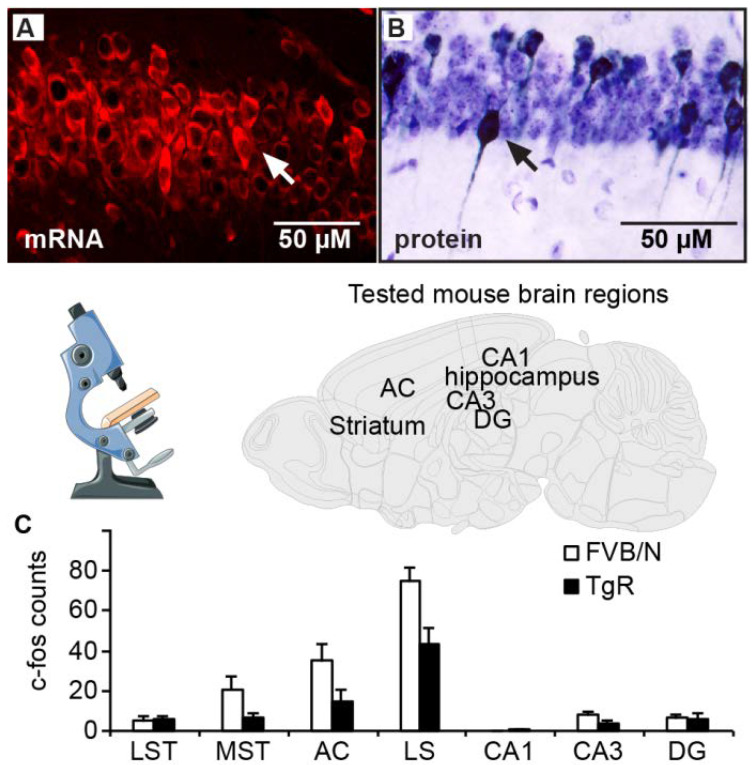
AChE-R shows hierarchical distribution in brain regions controlling motor behavior. (**A**) In FVB/N mice, subsets of CA1 neurons displayed higher than background expression of mouse AChE-R mRNA. (**B**) Neuronal activation (c-fos) patterns show inversed association to AChE-R. In the CA1 region of TgR mice, similar neuronal subsets expressed higher than background levels of the human AChE-R (hAChE-R) protein. (**C**) Using similar procedures, TgR mice presented lower basal level of neuronal activation reflected as c-fos staining in the dorsolateral striatum (LST), medial striatum (MST), anterior cingulate cortex (AC), lateral septum (LS) but not in hippocampal sub-regions CA1-2, CA3, and dentate gyrus (DG).

**Figure 5:**
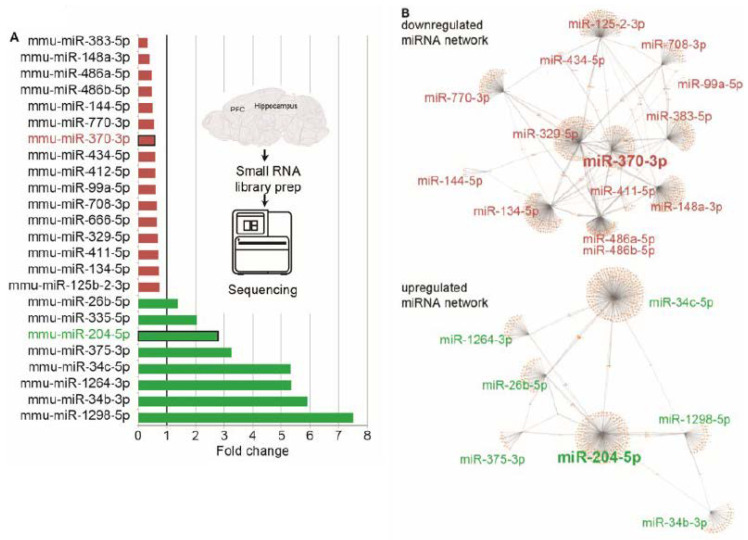
**A**. DE miRNAs in the TgR Hippocampus. Enriched DE miRNAs out of global miRNAs in the TgR hippocampus (minimal average expression of 300 normalized counts). Eight miRNAs targeting at least 5 cholinergic genes each and which are also known to be expressed in humans were DE in the TgR hippocampus, out of a total of 36 DE miRNAs. **B**. Network analysis for down- and up-regulated DE cholinergic-targeting miRNAs in the TgR hippocampus. Analysis was done using miRwalk 3.0 using maximum binding *p*-value of 1 and filter to 3’UTR binding and using miRDB database [73].

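All 24 miRNAs shown in Fig. 5A, 16 lower and 8 higher in TgR mice, had the same direction in the deposited counts, and all had a mean of at least 381 normalized counts over the 6 hippocampal libraries. Over all tested pairs, 11 of the 24 passed an adjusted p of 0.05, 6 lower and 5 higher (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 22 passed 0.1. With the adjustment over the 24 alone, all passed 0.05, which shows no stability because the list was drawn from these data. For 23 of the 24, TgR and FVB/N libraries did not overlap, the exception being miR-204-5p. Among the higher miRNAs, miR-26b-5p had the smallest difference and miR-1298-5p the largest. miR-1298-5p and miR-1264-3p are encoded in introns of Htr2c on chromosome X, from 147064905 to 147065002 and from 147010601 to 147010686. miR-1298-5p was at 143 ± 13.1 CPM in FVB/N and 1083 ± 815 CPM in TgR hippocampi (SD, n = 3 each), a log2 fold change of 2.93 (standard error 0.64, adjusted p = 0.045, edgeR), with 1788 and 1270 CPM in TgR replicates 1 and 3 and 191 CPM in TgR replicate 2. Among the most abundant of the lower miRNAs, miR-99a-5p fell from 53879 ± 8422 to 33214 ± 5033 CPM (SD, n = 3 each), a log2 fold change of -0.70 (standard error 0.15, adjusted p = 0.045, edgeR), and miR-148a-3p from 7357 ± 3305 to 2989 ± 542 CPM (SD, n = 3 each), a log2 fold change of -1.30 (standard error 0.28, adjusted p = 0.045, edgeR). With DESeq2, 23 of the 24 passed an adjusted p of 0.05.

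**Figure D2:**
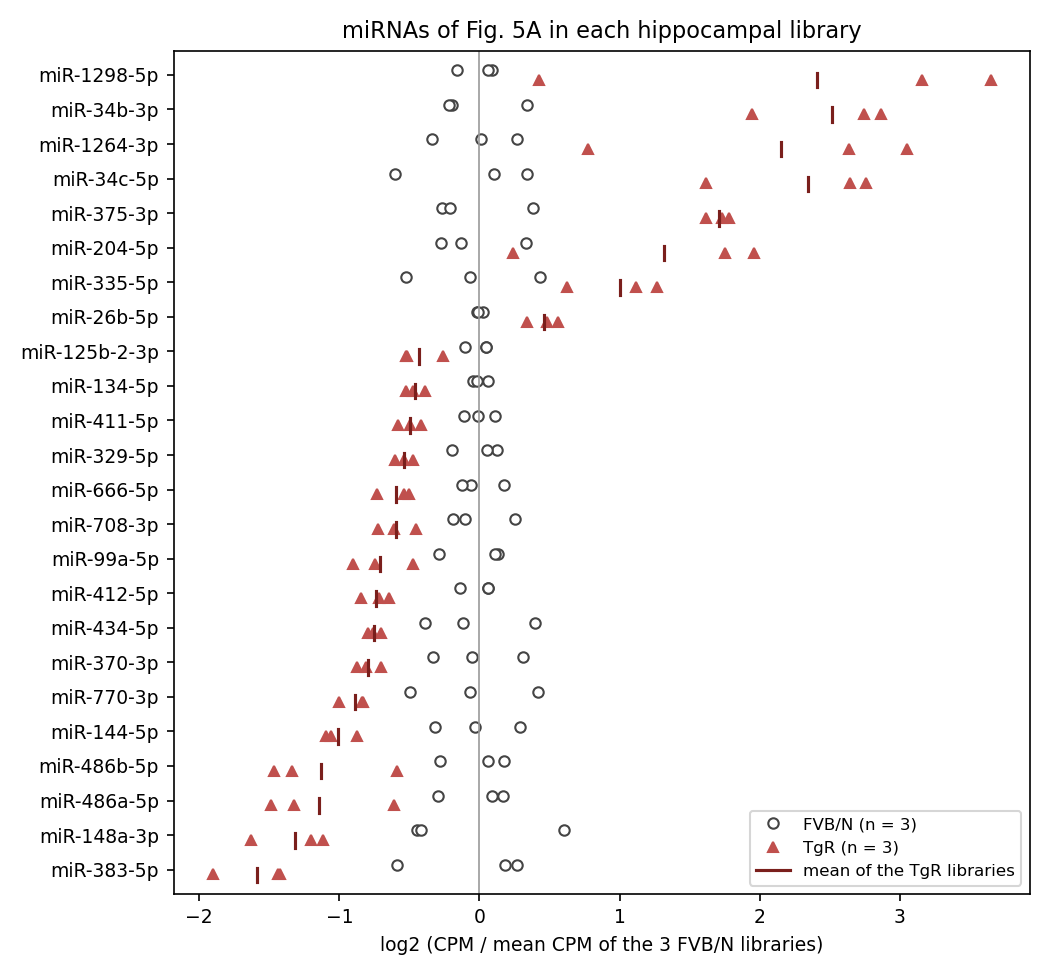
Each hippocampal library's CPM of the 24 miRNAs of Fig. 5A, as log2 of its ratio to the mean of the 3 FVB/N libraries (x axis), with 1 row per miRNA, open circles for FVB/N, triangles for TgR and a bar for the mean of the TgR libraries. TgR libraries reach from -1.90 for miR-383-5p to 3.65 for miR-1298-5p, and those of miR-1298-5p, miR-1264-3p and miR-204-5p are spread most widely.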

**Figure 6:**
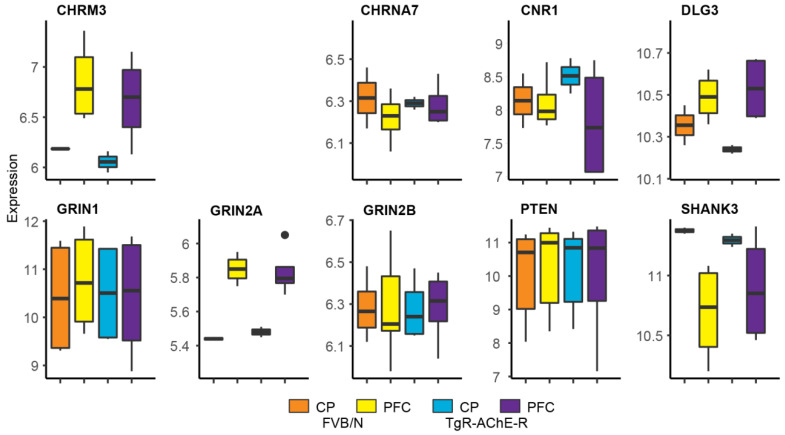
Microarray-validated individual diversity in PFC’s cholinergic-related transcripts compared to the CP. Shown are variabilities between the CP and the PFC in FVB/N mice and the TgR strain. Higher individual variability can be seen in the expression profiles between the PFC and the CP, especially in the SB-prone TgR strain.

**Figure 7:**
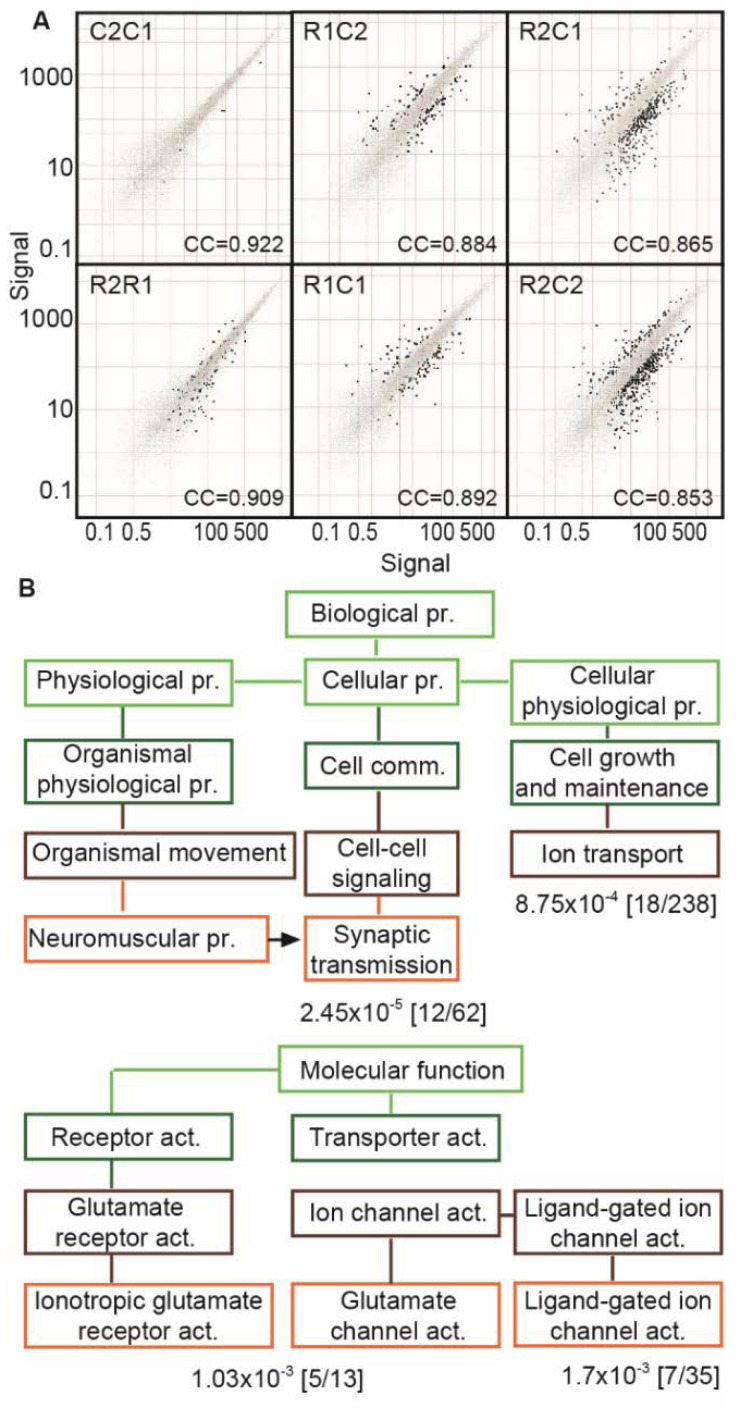
Glutamatergic transcripts are conspicuously changed in the TgR PFC. (**A**) Log10 Scatter plots demonstrating greater differences between microarray pools of 4 TgR mice PFCs (R1 R2) as compared with pools of 4 FVB/N mice PFCs (C1 C2), and yet greater differences between cross pools (R1 C2, R2 C1, R1 C1, R2 C2). Gray dots depict genes the expression level of which was unaltered between the two tests; black dots depict genes with log ratio higher than 1. (**B**) GOC pathways terms modified in TgR mice relative to parent strain mice. Terms for the biological process and molecular function are shown at the top and bottom, respectively. The lines indicate the hierarchical relationship between the terms. Values indicate the probability to observe the given number of changed transcripts within a term by chance. PFC = prefrontal cortex; GOC = gene ontology categories; pr = process; comm. = communication; act = activity.

**Figure 8:**
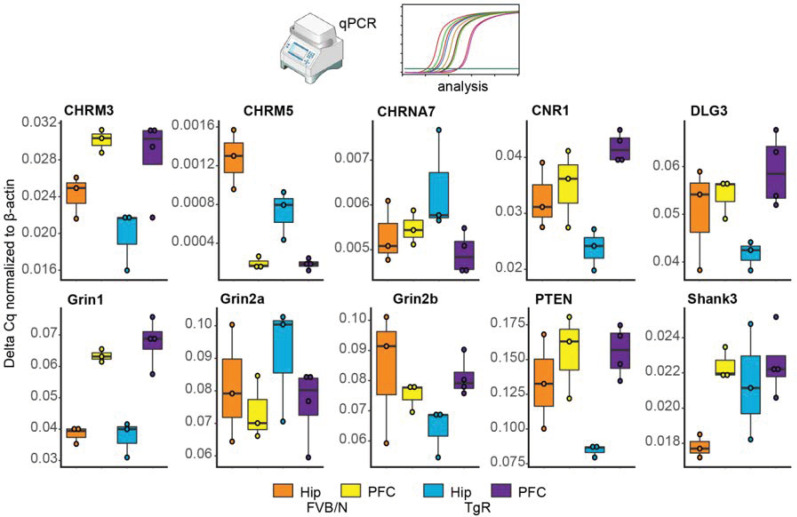
qPCR-validated change in cholinergic signaling related genes. Most changes between FVB/N mice and the TgR strain occur in the hippocampus. Different expression profiles can be observed between the PFC and hippocampus.

**Table 1:** Primer pairs for the tested transcripts are listed below.

Gene	Forward Primer Sequence	Reverse Primer Sequence
Shank3	CCGGACCTGCAACAAACGA	GCGCGTCTTGAAGGCTATGAT
Pten	TGGATTCGACTTAGACTTGACCT	GCGGTGTCATAATGTCTCTCAG
CHRM3	CCTCGCCTTTGTTTCCCAAC	TTGAGGAGAAATTCCCAGAGGT
CHRM5	CCTCTACACGACCTACATCCTC	GTATGTCAGTGGTCTTGTGATGG
CHRNA7	CACATTCCACACCAACGTCTT	AAAAGGGAACCAGCGTACATC
CNR1	GTGTTCCACCGCAAAGATAGT	GCCTGTGAATGGATATGTACCTG
Grin2b	CAGCAAAGCTCGTTCCCAAAA	GTCAGTCTCGTTCATGGCTAC
Grin2a	ACGTGACAGAACGCGAACTT	TCAGTGCGGTTCATCAATAACG
Grin1	AGAGCCCGACCCTAAAAAGAA	CCCTCCTCCCTCTCAATAGC
DLG3	AACAGATCGGTGTGATCCCTA	CTGTCCTGGCATGGAACTTCA
AChE-S	CTGAACCTGAAGCCCTTAGAG	CCGCCTCGTCCAGAGTAT
AChE-R	CTGAACCTGAAGCCCTTAGAG	GGGGAGGTGGAGAAGAGAG
Beta-actin	CCACACCCGCCACCAGTT	TACAGCCCGGGGAGCAT
RPL-19	GATTGACCGCCATATGTATCAC	GTCAGCCAGGAGCTTCTTG

**Table 2:** The behavioral paradigm. Behavioral tests comparing naive FVB/N, TgR-L and TgR-H mice.

Test Paradigm	Variable	F Value	Degrees of Freedom	*p* Value	Significant Post Hoc N.K. Tests, *p* < 0.05
1. Open field	Age 17 weeks				
	Locomotion time	16.5	(2.16)	0.0001	TgR-H > TgR-L, FVB/N
	Locomotion episodes			N.S.	
	Locomotor asymmetry	31.7	(2.16)	0.0001	TgR-H > TgR-L, FVB/N
	Rearing	29.6	(2.16)	0.005	TgR-H < TgR-L, FVB/N
	Age 30 weeks				
	Locomotion time	19.9	(2.32)	0.0001	TgR-H > TgR-L, FVB/N
	Locomotion episodes			N.S.	
	Locomotor asymmetry	20.7	(2.32)	0.0001	TgR-H > TgR-L, FVB/N
	Rearing	7.8	(2.32)	0.005	TgR-H < TgR-L, FVB/N
2. Forced swim	Swims along wall	18.6	(2.29)	0.0001	TgR-H > TgR-L, FVB/N
	Swims across pool	10.5	(2.29)	0.0005	TgR-H < TgR-L, FVB/N
	Body-wise circling	9.2	(2.29)	0.0005	TgR-H > TgR-L, FVB/N
	% Asymmetry	21.1	(2.29)	0.0001	TgR-H > TgR-L, FVB/N
3. Serial choice maze	Right/left choice errors	19.1	(2.47)	0.0001	TgR-H > TgR-L>FVB/N
	Retrace errors	14.0	(2.47)	0.001	TgR-H > FVB/N
	Errorless runs	11.0	(2.47)	0.0001	TgR-H < FVB/N

Comparisons were made using one-way analysis of variance (ANOVA). Entries display ANOVA test results and post-hoc Neumann–Keuls (N.K.) comparisons. Abbreviations: N.S. = main effect of transgene was not significant. The > sign denotes a value being significantly larger than the next mentioned value, the sign < denotes ‘smaller than the next value’.

**Table 3:** Circadian rhythms in naive FVB/N, TgR-L and TgR-H mice.

Biological Activity	Circadian Time Interval	F Value	Degrees of Freedom	*p* Value	Significant Post Hoc N.K. Tests, *p* < 0.05
1. Locomotion	Light phase, 1st half			N.S.	
	Light phase, 2nd half	11.2	(2.21)	0.0005	TgR-H > TgR-L, FVB/N
	Dark phase, 1st half	11.8	(2.21)	0.0005	TgR-H > TgR-L, FVB/N
	Dark phase, 2nd half	42	(2.21)	0.0001	FVB/N > TgR-H, TgR-L
2. Temperature	Light phase, 1st half	4.3	(2.21)	0.03	FVB/N > TgR-H, TgR-L
	Light phase, 2nd half	7.5	(2.21)	0.0001	FVB/N < TgR-H, TgR-L
	Dark phase, 1st half			N.S.	
	Dark phase, 2nd half	38	(2.21)	0.0005	FVB/N > TgR-H, TgR-L
3. Circadian correlation: locomotion vs. temperature	Over the entire 24 h cycle			N.S.	
	Light phase, 1st half			N.S.	
	Light phase, 2nd half			N.S.	
	Dark phase, 1st half	9.8	(2.21)	0.001	FVB/N < TgR-H, TgR-L
	Dark phase, 2nd half			N.S.	

Comparisons were made using one-way analysis of variance (ANOVA). Entries display ANOVA test results and post-hoc Neumann–Keuls (N.K.) comparisons. Abbreviations: N.S. = main effect of transgene was not significant.

**Table 4:** Neuronal c-fos activation in key structures of the emotional-motor interface.

Brain Region	F Value	*p* Value	Significant Post Hoc N.K. Tests, *p* < 0.05
Dorsolateral striatum	3.81	0.036	TgRL > TgRH, FVB/N
Medial striatum	4.47	0.0223	TgRH < TgRL, FVB/N
Anterior cingulate cortex	3.19	0.059	TgRH < FVB/N
Lateral septum	3.0	0.068	TgRH < FVB/N
Hippocampus, CA1	2.8	N.S.	
Hippocampus, CA3	2.23	N.S.	
Hippocampus, dentate gyrus	0.04	N.S.	

This table summarizes results of ANOVA comparing FVB/N (*n* = 6), TgR-L (*n* = 11) and TgR-H mice (*n* = 10). Entries are F value, F (2.24). Abbreviations: N.S. = main effect or interaction not significant.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2218-273X/10/6/848/s1, Figure S1: TgR mice show modified circling behaviour. Table S1: Pharmacological experiments in the open field paradigm: cholinergic impact. Video S1: TgR mice show motor hyperactivity in forced swim. Video S2: TgR mice display symmetric head orienting.

# Supplementary material for: Cholinergic Stress Signals Accompany MicroRNA-Associated Stereotypic Behavior and Glutamatergic Neuromodulation in the Prefrontal Cortex
**Source:** Biomolecules. 2020 Jun 3;10(6):848. doi: 10.3390/biom10060848
**Supplement:** Supplementary file 1

**Supplementary Table 1**: Pharmacological experiments in the open field paradigm: cholinergic impact.

| Drug | Variable | Transgene effect | Drug effect | Interaction of effects | Significant post hoc N.K. tests, p< 0.05 |
| --- | --- | --- | --- | --- | --- |
| 1. Pilocarpine 25 mg/kg | a. Locomotion events | N.S. | F (1,12) =68  P<0.0001 | N.S. | Pilocarpine suppressed initiation of locomotion. |
|  | b. Locomotion time | F (1,12) =32  P<0.0001 | F (1,12) =82  P<0.0001 | F (1,12) = 25  P<0.0001 | TgR > FVB/N  Pilocarpine < saline  Reduction was greater in TgR mice. |
|  | c. Locomotor asymmetry | F (1,12) =4.6  P<0.05 | N.S. | N.S. | TgR > FVB/N |

Comparisons were made using two-way analysis of variance (ANOVA) with one factor being the transgene effect and the drug effect. Entries display ANOVA test results and post-hoc Neumann-Keuls (N.K.) comparisons. Abbreviations: N.S. = main effect or interaction not significant.

How the deposited data were processed for this re-analysis (not part of the article)

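Small RNA was sequenced in 13 mouse brain libraries, from the hippocampi of 3 TgR and 3 FVB/N mice and from the PFC of 4 TgR and 3 FVB/N mice. The authors checked the reads with FastQC, aligned them to miRBase with miRExpress under its default parameters, and deposited, for each library, the count of reads on each pair of a miRBase hairpin and a mature miRNA, with no normalization. Pairs with no read are not listed and were taken as 0. A mature miRNA with several hairpins is listed at each of them, and for 60 of 71 such miRNAs the counts at the hairpins lie within 5% of each other, so the total of a library holds some reads more than 1 time. For the others the counts differ between hairpins. Genotype, region and replicate were taken from the sample titles, and every library was mapped. The titles give replicate numbers in each group, and that numbering is the only source of the pairing tried as an alternative. For the FVB/N PFC libraries, the deposited counts also carry a numbering that differs from the titles. Which PFC libraries share a number is therefore uncertain. The expression values in CPM are the deposited counts scaled here, and no value normalized by the authors was used. Behavioral, histological, microarray and qPCR data of the paper were not used here.

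Depth ranged from 8769851 counts (TgR PFC replicate 2) to 18385985 counts (TgR hippocampus replicate 1). With 3 to 4 mice per group, the spread between mice limits the precision more than the depth does for miRNAs with many counts, and the reads carry no molecular identifiers, so counting error is a lower limit.

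Each region was fitted by itself with edgeR 4.0.16 in R 4.3.3. TMM factors, filterByExpr with its default minimum of 10 counts, a quasi-likelihood fit and test of genotype, and Benjamini-Hochberg adjustment were used, with adjusted p under 0.05 as the threshold. Standard errors were computed as the size of the log2 fold change divided by the square root of the F statistic. CPM values with their mean and SD are TMM-scaled within the fit they belong to. The difference between regions was tested over all 13 libraries in 4 groups as the hippocampal minus the PFC effect of genotype. Sets of marker miRNAs, written down before the counts were available, were tested with the fry rotation test of limma 3.58.1, and the value of a set is the mean log2 fold change of its tested members. These were choroid plexus, blood cell, neuronal and Dlk1-Dio3 cluster miRNAs outside Fig. 5A.

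The miRNAs named in the text were chosen by a rule set before the counts were available: all miRNAs of Fig. 5A and of the text, both arms of both miR-125b hairpins included, and in each region up to 5 higher and up to 5 lower miRNAs with the smallest adjusted p among those past the threshold with no overlap between groups, and the tested members of the marker sets. Others are marked where they are named. Alternatives were DESeq2 1.42.0, its size factors inside edgeR, library size only, no filter, a mean of at least 300 normalized counts as in the legend of Fig. 5A, an adjusted p under 0.1, rows with identical counts merged, all 13 libraries in one fit, each mouse left out, and the replicate number as a block. For marker sets, the camera test with an inter-gene correlation of 0.01 and other member lists were tried. A single row per mature miRNA, and DESeq2 with the minimum of 300 applied after the test, were added after the data had been seen.

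Positions, genes and hairpin sequences come from the GENCODE M21 annotation of GRCm38, matched by hairpin name, which placed 862 of the 903 hairpins. Mature sequences and target predictions were not used here.

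The scripts were tested on simulated counts with the means and library sizes of the real libraries and 200 changed pairs. In the hippocampal design, edgeR recovered 94.5% of them among 717 tested pairs, with 1.56% false calls. In the PFC design it recovered 83.0% among 710 tested pairs (69.8% of those changed 2-fold, 95.2% of those changed 4-fold), with 4.05% false calls. For the difference between regions it recovered 68.5% among 755 tested pairs (34.4% of those changed 2-fold, 98.1% of those changed 4-fold), with 2.84% false calls. These simulations used a common spread for all pairs and changes of 2-fold or 4-fold only. With 200 changed pairs, the Benjamini-Hochberg adjustment is less strict than with few. Designs with few or smaller changes were not simulated, so these shares do not give the power to find them. In 50 simulations without change, the fry test gave a p under 0.05 in 4 for the choroid plexus set, 0 for the blood cell set, 2 for the Dlk1-Dio3 set and 4 for the neuronal set.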

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

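The tests on miR-383, on miR-34 relatives and on covariation with the miRNAs of the Htr2c introns were chosen after the results had been seen. For the arms of miR-383, the test was also changed after miR-383-3p had proved too low for a test in the hippocampus and its PFC values were known.

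miR-383-5p was lower in the TgR PFC (log2 fold change -1.72, lower in 4 of 4 TgR libraries than in any FVB/N library), where the paper reports no change. An exact permutation of genotype within each region gave p = 0.0014 for the mean difference over both regions, the smallest value that 700 assignments can give, not adjusted for the choice of miR-383-5p among the tested pairs. It takes the libraries of both regions as coming from separate mice, which the labels do not state, and if the same mice gave both there would be fewer assignments and a larger smallest p. Over the PFC as a whole, 3 of the 35 splits of the 7 libraries gave at least 1 DE pair, the real one included, and of the 8 splits that part the same-numbered libraries as the real one does, only the real one gave any. In the other 27 splits, which part fewer of them, 2 gave at least 1 pair. A count of 1 DE pair alone is therefore not rare under other groupings. A change in the mature sequence that keeps reads from aligning would leave the other arm of the hairpin unchanged. miR-383-3p, chosen after its values were seen, was lower too (exact permutation p = 0.039, with the same limit), but it had only 1 to 15 counts per library. A change of a longer stretch of the chromosome could alter neighboring hairpins, and of 6 pairs of the nearest 5 tested hairpins, 25.1 to 46.0 Mb away, 0 differed in both regions at an unadjusted p under 0.05. At this distance the test cannot tell whether a smaller change at the locus exists. A difference in genome between the TgR line and the FVB/N controls near Mir383, such as the site of the transgene, and a regulation of the hairpin by AChE-R that acts in both regions cannot be told apart from these counts.

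miR-34b and miR-34c differed between the regions in their response to genotype. The difference was 2.50 for miR-34b-3p, 2.37 for miR-34c-5p, 2.57 for miR-34c-3p and 2.71 for miR-34b-5p on the log2 scale, and it was above 0 in each alternative that gave a value, library size only included. However, 10 of 100 drawn assignments of genotype within each region gave at least 4 pairs past the threshold, the real one included, so a count of 4 pairs is not rare under other groupings. In the hippocampus, the arms outside Fig. 5A, miR-34b-5p (2.97) and miR-34c-3p (2.32), were higher in 3 of 3 TgR libraries than in any FVB/N library. RNA from ciliated cells remains a candidate source, because these miRNAs and the miR-449 family mark such cells. miR-449a-5p was not raised (log2 fold change -0.61, standard error 0.36), at 1.44 to 2.20 CPM on average. At this standard error, miR-449a-5p did not share a rise like the 2.32 of miR-34c-3p, which speaks against this source. It is a single marker with low counts, so miR-449a-5p alone cannot exclude it. A constant share of miR-34a reads counted as miR-34c does not account for the increase. miR-34a-5p, chosen after its values were seen, itself went from 92.2 to 142 CPM (log2 fold change 0.62, adjusted p = 0.36, edgeR) while miR-34c-5p went from 113 to 608 CPM. The 3p arms, miR-34b-3p (2.57) and miR-34c-3p (2.32), rose too, and reads of miR-34a-5p do not supply a 3p arm. This argues against sharing of miR-34a-5p reads as the source for these arms. Reads lost from miR-34a to miR-34c would not show in the count of miR-34a-5p, so for miR-34c-5p alone sharing is not fully excluded. A response of the miR-34b and miR-34c locus to the transgene in the hippocampus is a hypothesis, found and tested on the same libraries. miR-34c-5p was at 348 CPM in TgR hippocampus replicate 2, against 766 and 709 CPM in replicates 1 and 3. With genotype means removed, it followed the miRNAs of the Htr2c introns there at r = 0.785 (rank 38 among 719 pairs). RNA from another tissue in some TgR samples is therefore not excluded for miR-34b and miR-34c.

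miR-451a (-0.86) and miR-182-5p (-1.61), outside the miRNAs that the paper shows, were lower in 3 of 3 TgR hippocampi than in any FVB/N hippocampus. Less residual blood is a candidate explanation for miR-451a. Of the miRNAs of red blood cells, miR-144-5p, miR-486a-5p and miR-486b-5p of Fig. 5A and miR-144-3p (-0.68, adjusted p = 0.067, edgeR), named after its values were seen, were lower too, each with no overlap between the groups. The planned set of blood cell markers outside Fig. 5A had a mean log2 fold change of -0.13 (limma's fry rotation test, p = 0.12, 3 of 5 members lower; in an exact permutation of the 6 libraries, 2 of the 10 splits gave a p as small). It cannot decide this, because 4 of its 5 members mark white blood cells and lay between -0.071 and 0.25. In the PFC, miR-451a was not lower (0.37, adjusted p = 1.00, edgeR), and miR-144-5p was at -0.021. miR-486a-5p (-0.49, unadjusted p = 0.053, edgeR) and miR-486b-5p (-0.45, unadjusted p = 0.069, edgeR) tended lower there, so the red blood cell miRNAs went apart in the PFC. The lower miR-451a cannot be told apart from less residual blood in the TgR hippocampal samples. miR-182-5p ranged from 16.3 to 41.4 CPM in the FVB/N hippocampi, and in the PFC it was at -0.72 (unadjusted p = 0.011, adjusted p = 1.00, edgeR). miR-183-5p (-1.69), miR-96-5p (-1.53) and miR-200a-3p (-1.76), chosen after their values were seen, were lower in the TgR hippocampi too. Each of them, like miR-182-5p, was lowest in replicate 1 among the FVB/N hippocampi. The size of these differences thus rests more on FVB/N replicates 2 and 3. No technical explanation was tested for miR-182-5p.

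miR-448-3p, which lies in an intron of Htr2c with miR-1298 and miR-1264, was raised by 3.98 on the log2 scale in the hippocampus (3 of 3 TgR libraries above all FVB/N libraries). It had 62.1 and 39.1 CPM in TgR replicates 1 and 3, 6.86 CPM in TgR replicate 2 and 1.69 to 2.96 CPM in FVB/N libraries. RNA from choroid plexus in some samples, where Htr2c and miR-204 are abundant, is a candidate explanation. The choroid plexus markers outside Fig. 5A, of which miR-448-3p is one, had a mean log2 fold change of 0.90 (limma's fry rotation test, p = 0.30, 2 of 4 members higher; in an exact permutation of the 6 libraries, 4 of the 10 splits gave a p as small), so the planned test did not show it. The members went apart: miR-448-3p rose, while miR-448-5p (0.34, standard error 0.31), miR-449a-5p (-0.61, standard error 0.36) and miR-764-5p (-0.10, standard error 0.27) did not rise by nearly as much. Without TgR replicate 2 the mean was 2.08, over 6 members that passed the filter there, and it does not compare member for member with the mean of 4. The covariation of miR-204-5p with these miRNAs, at rank 4 among the tested pairs of the hippocampal libraries where it was noticed, cannot decide the matter, so this explanation and a response of individual TgR mice cannot be told apart.

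In the TgR PFC, the only group of 4, Dixon's test, which few groups of 4 can pass, was past its critical value for 0 of 7 measures (6 named miRNAs and the total count). The total count of TgR replicate 2, 8769851, nevertheless lay far under the 15649901 to 17708258 of the other 3.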

How the results depend on the processing

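All alternatives and marker sets but 2 alternatives were set before the data were examined. Those 2, a single row per mature miRNA and DESeq2 with the minimum of 300 applied after the test, were chosen after seeing the data and were run for the counts of DE miRNAs only.

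The number of DE pairs in the hippocampus was 25. It stayed within 1.5 times of this with DESeq2's size factors in edgeR (26), library size only (18), a mean of at least 300 normalized counts (24), identical rows merged (34), all 13 libraries in one fit (22) and a single row per mature miRNA (30). It was 56 with DESeq2, 63 with no filter, 49 with DESeq2 and a mean of at least 300 normalized counts, 48 at an adjusted p under 0.1, 75 with DESeq2 at an adjusted p under 0.1, 9 with the replicate block, and 40 with DESeq2 and the minimum applied after the test. It ranged from 1 to 28 across the 6 fits that each left out one mouse. Of the 25 pairs, 24 were also DE with DESeq2 and with identical rows merged, and 25 with DESeq2's size factors in edgeR and with no filter. Fewer were shared with library size only (18), all 13 libraries in one fit (16), a mean of at least 300 normalized counts (15) and the replicate block (7). With one mouse left out, 1 to 17 were shared. The split was 14 higher and 11 lower, and with library size only 12 higher and 6 lower. The number of Fig. 5A miRNAs past the threshold was 11, and it was 23 with DESeq2, 19 with no filter, 18 with a mean of at least 300 normalized counts, 24 with DESeq2 and that minimum, 22 at an adjusted p under 0.1, 24 with DESeq2 at an adjusted p under 0.1, 18 with identical rows merged, 4 with the replicate block, 23 with DESeq2 and the minimum applied after the test, and 1 to 14 with one mouse left out. In none of the alternatives did a miRNA of Fig. 5A change its direction in the hippocampus. The cause of these changes was not tested, apart from depth: with every hippocampal library thinned to the smallest total of 13077865 counts, 10 random thinnings gave a median of 28.5 DE pairs (26 to 34), of which 23 to 25 were among the 25, so the calls did not rest on the greater depth of the TgR libraries.

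In the hippocampus, 1 of the 10 splits of the 6 libraries, the real one, gave as many DE pairs, and the other 9 gave 0. Of these, 4 part all same-numbered libraries, the real one included, and 6 do not. This share cannot go under 0.1 with 3 mice against 3. In the PFC, the 1 DE pair was miR-383-5p in every alternative, and the count was 1 throughout.

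The number of pairs whose genotype effect differed between regions was 4. It was 23 with DESeq2, 13 with no filter, 2 with a mean of at least 300 normalized counts, 23 with DESeq2 and that minimum, 28 with DESeq2 at an adjusted p under 0.1, 18 with DESeq2 and the minimum applied after the test, and 2 to 8 with one mouse left out. The cause was not tested. Library size only moved the median of this difference over all pairs from 0.0081 to 0.15 on the log2 scale, less than the differences of the 4 pairs.

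The mean log2 fold change of the choroid plexus markers was 0.90, and the marker list decided its sign: with only the miR-449 family (1 tested member) it was -0.61, and with the miR-200 family and miR-211 added (9 tested members) -0.067. It was 0.67 to 2.08 with one mouse left out, the highest value being past the threshold of the fry test, but the filter kept 4 members in the lowest of these fits and 6 in the highest. The blood cell markers lay between -0.26 and -0.072 with one mouse left out (-0.13 with all mice), and the lowest was past the threshold. The Dlk1-Dio3 cluster miRNAs outside Fig. 5A, at -0.028 over 83 pairs (51 lower), changed sign to 0.047 with library size only and to 0.023 with no filter, and lay between -0.078 and -0.0089 with one mouse left out. The neuronal miRNAs, at 0.12, kept their direction and stayed short of the threshold in all alternatives. With library size only, the median log2 fold change of all hippocampal pairs rose from -0.0031 to 0.068, about as much as the mean of the Dlk1-Dio3 set, so that sign change follows the common scaling. The cause of the other sign changes was not tested. As small a fry p came from 4 of the 10 splits for the choroid plexus set, from 2 for the blood cell set, from 4 for the Dlk1-Dio3 set and from 4 for the neuronal set.

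Of the single miRNAs, miR-125b-5p in the hippocampus changed sign with a mouse left out, between -0.029 and 0.079 at mir-125b-1 and between -0.032 and 0.077 at mir-125b-2, as did miR-370-3p (-0.12 to 0.11) and miR-204-5p (-0.16 to 0.16) in the PFC and the difference between regions of miR-383-5p (-0.15 to 0.33). All of these lie near 0 and were not past the threshold. miR-370-3p in the PFC also changed sign, to 0.027, with all 13 libraries in one fit. Of 589 further fits of single miRNAs in the hippocampus, 429 were the same in direction and call, 93 became past the threshold, 61 lost it and 6 changed sign. In the PFC 102 of 108 were the same and 6 changed sign, and for the difference between regions 88 of 111 were the same, 21 lost the threshold and 2 changed sign.

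Within a region, same-numbered TgR and FVB/N libraries are of different mice. In the hippocampus, their deviations from the group means were hardly related (mean correlation 0.016, -0.093 to 0.17 over 3 pairs). In the PFC, the mean correlation was 0.067, but the 3 pairs ran from -0.27 to 0.43, and the numbering there is uncertain. Whether same-numbered hippocampal and PFC libraries of a genotype come from the same mouse is not stated and was not checked. The test of the difference between regions takes them as separate mice. With the replicate number as a block, the counts were 9 in the hippocampus, 1 in the PFC and 5 for the difference between regions. Of those 5, 3 were among the 4 pairs found without the block. The block uses up degrees of freedom in a design with 3 mice per group, and calls lost under it are not read as weaker effects.

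The depth limits low miRNAs most: miR-383-3p had 1 to 15 counts per library and was too low for a test in the hippocampus.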

Differences from the paper's values

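The paper reports 36 DE miRNAs in the TgR hippocampus. Here 25 pairs of hairpin and mature miRNA were DE, of 23 mature miRNAs. The count of 25 pairs lies within 1.5 times of the paper's 36, while 23 is over 1.5 times below it. Counted as mature miRNAs, the alternatives set before the data were examined that came within 1.5 times of the paper's value were DESeq2 (52), DESeq2's size factors in edgeR (24), DESeq2 with a mean of at least 300 normalized counts (45), an adjusted p under 0.1 (46), identical rows merged (33), and the fit without FVB/N replicate 2 (25). Those that did not were library size only (17), no filter (59), a mean of at least 300 normalized counts in edgeR (23), DESeq2 at an adjusted p under 0.1 (62), the replicate block (8), all 13 libraries in one fit (22) and the other fits that left out a mouse (1 to 17). Of the alternatives chosen after seeing the values, a single row per mature miRNA gave 30, and DESeq2 with the minimum of 300 normalized counts applied after the test gave 37 mature miRNAs.

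The paper reports 0 DE miRNAs in the TgR PFC, and here miR-383-5p was DE, a count of 1. None of the alternatives, set before the data were examined or chosen after seeing the values, gave 0.

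Of the 24 fold changes shown in Fig. 5A, read by eye, 0 differed from the values here by more than 1.5 times. The readings were made with the values here already known, so how close they lie is no independent check. The paper calls all of these miRNAs DE, and 13 were not past an adjusted p of 0.05 here: miR-486a-5p, miR-486b-5p, miR-770-3p, miR-434-5p, miR-708-3p, miR-666-5p, miR-329-5p, miR-411-5p, miR-134-5p, miR-125b-2-3p, miR-26b-5p, miR-335-5p and miR-204-5p. DESeq2 with a mean of at least 300 normalized counts, and DESeq2 at an adjusted p under 0.1, called all 24, and DESeq2 at 0.05 called 23, all but miR-125b-2-3p. An adjusted p under 0.1 in edgeR called 22, all but miR-134-5p and miR-125b-2-3p. Some of the 13 also passed with no filter, a mean of at least 300 normalized counts, identical rows merged, DESeq2's size factors in edgeR, all 13 libraries in one fit, some mice left out, and both alternatives chosen after seeing the values. The paper names miR-125b among the changed miRNAs. Here the arm of Fig. 5A, miR-125b-2-3p, had an adjusted p of 0.16, and the main arm, miR-125b-5p, a log2 fold change of 0.046 and 0.049 at its 2 hairpins.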

Other observations

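The tests on miR-204-5p were chosen after the result had been seen.

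Several raised miRNAs of the TgR hippocampus were uneven among the 3 TgR mice. miR-1298-5p, miR-1264-3p and miR-448-3p, all from introns of Htr2c, and miR-204-5p from an intron of Trpm3 were much higher in TgR replicates 1 and 3 than in TgR replicate 2. In TgR replicate 2, miR-204-5p lay within the range of the FVB/N libraries, while miR-1298-5p, miR-1264-3p and miR-448-3p (6.86 CPM, against 1.69 to 2.96 CPM) were above all FVB/N libraries. Both arms of miR-34b and of miR-34c were also lowest among the TgR hippocampi in replicate 2, yet above all FVB/N libraries there. For miR-34c-5p the values were 348 CPM in TgR replicate 2 and 766 and 709 CPM in TgR replicates 1 and 3. Among 719 other tested pairs, with genotype means removed, miR-204-5p ranked 4 in how closely it followed the mean of those Htr2c miRNAs over the 6 libraries and miR-204-3p ranked 2, but since the pattern was seen in these libraries the rank cannot decide anything. In the 7 PFC libraries, miR-204-5p did not follow them (Pearson's r = -0.03, exact permutation p = 0.96, Spearman's rho = -0.14, exact permutation p = 0.78, and r = -0.23 without the 2 libraries farthest from the median), while the rarer miR-204-3p ranked 3 of 723 pairs there. This was 1 relation tested with a permutation p. RNA from choroid plexus in some hippocampal samples is a hypothesis for the uneven miRNAs. The choroid plexus markers outside Fig. 5A (limma's fry rotation test, p = 0.30; an exact permutation of the libraries gave a p as small in 4 of 10 splits) did not show it. PFC libraries cannot test what hippocampal samples hold, and the rank in the hippocampus cannot decide, so it cannot be told apart from a difference between individual TgR mice.

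Of the lowered miRNAs of Fig. 5A, several belong to the Dlk1-Dio3 cluster on chromosome 12, such as miR-370-3p. A lower share of neuronal RNA could lower them, but the neuronal miRNAs outside Fig. 5A had a mean log2 fold change of 0.12 (limma's fry rotation test, p = 0.24, 12 of 17 pairs higher; an exact permutation of the libraries gave a p as small in 4 of 10 splits). The 83 tested pairs of the cluster outside Fig. 5A were at -0.028 (limma's fry rotation test, p = 0.30, 51 of 83 pairs lower; an exact permutation of the libraries gave a p as small in 4 of 10 splits). A shift of the whole cluster as large as that of its 8 miRNAs in Fig. 5A (-0.89 to -0.46) would show in these 83 pairs. Their mean argues against a shift of that size. They leave out those 8, all lower, so their mean cannot show whether the whole cluster shifted by less.

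Among the other splits of the 7 PFC libraries, the split of FVB/N replicate 3 and TgR replicates 1, 3 and 4 against the rest gave 35 DE pairs, against 1 for the real split. The labels give no batch that matches it. It does part the PFC libraries with the highest totals (15376927 to 17708258 counts) from the rest (8769851 to 15177449 counts). Whether depth caused these calls was not tested.

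Outside the rule for named miRNAs, and chosen after their values were seen, miR-1a-3p (log2 fold change 0.80, adjusted p = 0.045, edgeR) and miR-133a-3p (0.98, adjusted p = 0.043, edgeR) were higher in 3 of 3 TgR hippocampi than in any FVB/N hippocampus, and miR-183-5p (-1.69, adjusted p = 0.045, edgeR) and miR-200a-5p (-2.56, adjusted p = 0.045, edgeR) were lower in 3 of 3.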
